# Remission for Loss of Odontogenic Potential in a New Micromilieu *In Vitro*

**DOI:** 10.1371/journal.pone.0152893

**Published:** 2016-04-06

**Authors:** Yunfei Zheng, Jinglei Cai, Andrew Paul Hutchins, Lingfei Jia, Pengfei Liu, Dandan Yang, Shubin Chen, Lihong Ge, Duanqing Pei, Shicheng Wei

## Abstract

During embryonic organogenesis, the odontogenic potential resides in dental mesenchyme from the bud stage until birth. Mouse dental mesenchymal cells (mDMCs) isolated from the inductive dental mesenchyme of developing molars are frequently used in the context of tooth development and regeneration. We wondered if and how the odontogenic potential could be retained when mDMCs were cultured *in vitro*. In the present study, we undertook to test the odontogenic potential of cultured mDMCs and attempted to maintain the potential during culturing. We found that cultured mDMCs could retain the odontogenic potential for 24 h with a ratio of 60% for tooth formation, but mDMCs were incapable of supporting tooth formation after more than 24 h in culture. This loss of odontogenic potential was accompanied by widespread transcriptomic alteration and, specifically, the downregulation of some dental mesenchyme-specific genes, such as *Pax9*, *Msx1*, and *Pdgfrα*. To prolong the odontogenic potential of mDMCs *in vitro*, we then cultured mDMCs in a serum-free medium with Knockout Serum Replacement (KSR) and growth factors (fibroblastic growth factor 2 and epidermal growth factor). In this new micromilieu, mDMCs could maintain the odontogenic potential for 48 h with tooth formation ratio of 50%. Moreover, mDMCs cultured in KSR-supplemented medium gave rise to tooth-like structures when recombined with non-dental second-arch epithelium. Among the supplements, KSR is essential for the survival and adhesion of mDMCs, and both Egf and Fgf2 induced the expression of certain dental mesenchyme-related genes. Taken together, our results demonstrated that the transcriptomic changes responded to the alteration of odontogenic potential in cultured mDMCs and a new micromilieu partly retained this potential *in vitro*, providing insight into the long-term maintenance of odontogenic potential in mDMCs.

## Introduction

Vertebrate organs, including tooth, develop upon interactions typically between epithelial and mesenchymal tissues, with one tissue component producing inductive stimuli and another one responding to the induction [1–2]. Odontogenic potential represents an instructive induction capability of a tissue to induce gene expression in an adjacent tissue and to initiate tooth development [3]. In mice, the odontogenic potential shifts from the epithelial compartment to dental mesenchyme at the early bud stage [4–5]. The inductive dental mesenchyme is able to determine the odontogenic fate of dental and non-dental epithelium [4, 6–9].

Dental mesenchymal cells isolated from prenatal or postnatal tooth germs participate in whole-tooth regeneration in mice, pigs, and rats [10–12]. Mouse dental mesenchymal cells (mDMCs) give rise to the whole dental pulp mesenchyme, including the odontoblasts. However, preparation of embryonic cells is time-consuming and acquisition of embryos at the right stage is laborious. In addition, embryonic tooth germ cells are inaccessible in the adult, and xenogenic embryonic tooth germ cells suffer from immune rejection, especially in humans. Thus, several easily available cell sources potentially could be employed to regenerate a whole tooth, including ecto-mesenchymal cells prepared from postnatal teeth, immortalized cell lines, and induced pluripotent stem cells.

Postnatal dental pulp contains stem cells that are capable of generating a dentin-like structure lined with odontoblast-like cells [13]. Although dental pulp stem cells potentially could be used for dentinal repair of teeth [14], they do not induce tooth formation when recombined with dental epithelium [3]. Several immortalized cell lines have been established from mouse and human dental mesenchymal cells and display similar characteristics of the primary cells [15–19]. These immortalized cells express tooth-specific genes and can differentiate towards a odontoblast fate. But immortalized cell lines from dental mesenchyme of the bell stage fail to induce the morphogenesis of tooth [20]. Recently, mouse induced pluripotent stem cells showed the potential to differentiate into mDMC-like cells through neural crest-like cells (NCLCs) [21]. Although the recombinant with mDMC-like cells and incisor dental epithelium demonstrated calcified tooth germ-like structures with bone [22], whether the mDMC-like cells possess odontogenic potential was not identified. Collectively, a cell source with odontogenic potential other than mDMCs has not been reported. Efficient strategies for the culture of odontogenic mDMCs are essential for the study of tooth development and would provide opportunities in regenerative medicine.

However, *in vitro* expansion of mDMCs without impairing the odontogenic potential remains a great challenge. The odontogenic potential of mDMCs of embryonic day 14 is lost in the course of culturing [20]. Similarly, the loss of potential has also been reported for hematopoietic stem cells (HSCs). The potential of HSCs expanded *in vitro* is impaired in subsequent *in vivo* regenerative assays [23]. Various cytokine cocktails have been used to support HSC growth *in vitro*, and many factors are found to promote the survival and regenerative potential of HSCs [24–25]. Thus, we wonder if supplementation of growth factors would facilitate the maintenance of odontogenic potential *in vitro*.

In the present study, we have examined the odontogenic potential of cultured mDMCs and found a new approach to maintain the potential during culture based on the transcriptomic data of mDMCs (Fig 1). Our results showed that cultured mDMCs rapidly lost odontogenic potential. RNA-seq analysis revealed a rapid loss of the dental mesenchymal signature in cultured mDMCs and a deviation away from the neural crest. To avoid cell apoptosis and cell differentiation towards fibroblasts, Knockout Serum Replacement (KSR) was used to culture mDMCs instead of fetal bovine serum (FBS). Fibroblastic growth factor 2 (Fgf2), and epidermal growth factor (Egf) that are essential for the development of neural crest and tooth were also used. The new culture micromilieu with KSR/Fgf2/Egf retained the expression of some dental mesenchyme-specific genes and delayed the loss of odontogenic potential by 24 h. Our work revealed the characteristics and behavior of mDMCs in culture and suggested routes for tooth regeneration from cultured mDMCs.

**Fig 1:**
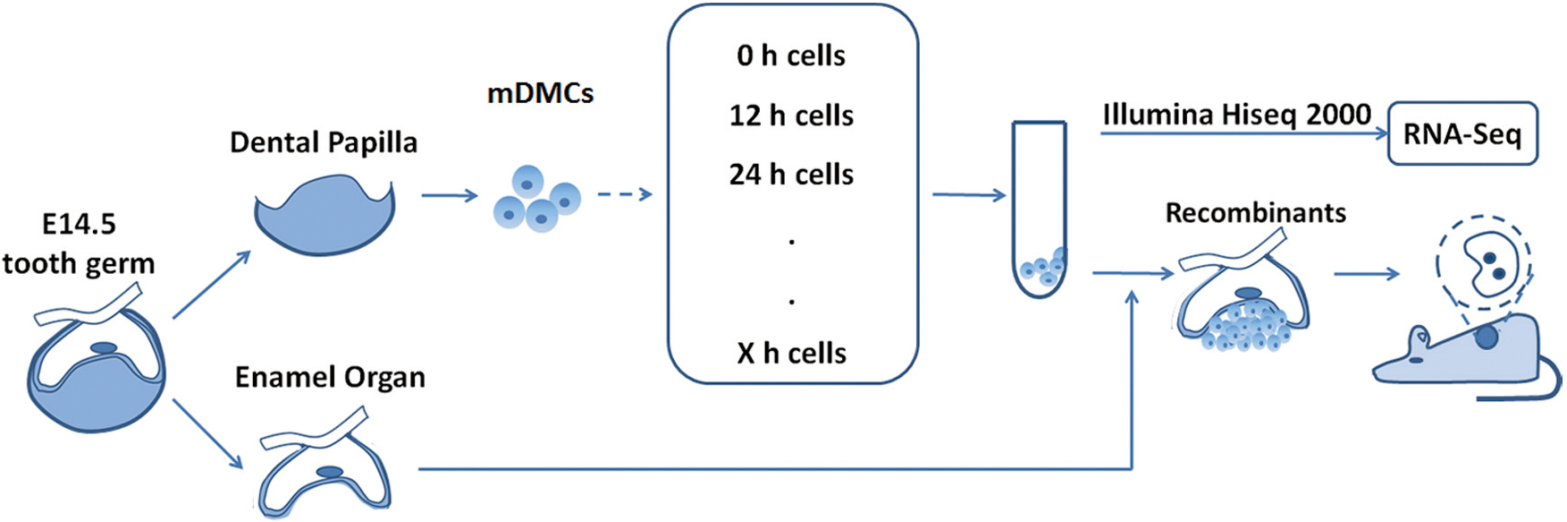
Design of the study. Dental mesenchyme tissues from embryonic day 14.5 (E14.5) mice were digested with trypsin. Freshly isolated mouse dental mesenchymal cells (mDMCs) were divided into three groups: One group was recombined with embryonic dental epithelial and cultured in kidney; the second was submitted for RNA-seq; the third was cultured *in vitro* and harvested at indicated time points.

## Materials and Methods

### Cell culture

All animal procedures were approved by the Animal Care Committee of Peking University and Guangzhou Institutes of Biomedicine and Health Ethical Committee (permit Number: CMU-B20100106). Tooth germs of the mandibular first molar in embryonic day 14.5 (E14.5) mouse embryos were dissected using fine needles and treated with dispase to separate dental mesenchyme from the epithelium. The isolated dental mesenchyme was digested with trypsin and filtered through a 40-μm cell sieve to obtain single cells. mDMCs were cultured at a density of 1 × 10^4^/cm^2^ in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Grand Island, NY) supplemented with 10% FBS (Gibco), 100 U/ml penicillin, and 100 g/ml streptomycin. To prolong the odontogenic potential of mDMCs, freshly isolated cells were cultured on gelatin-coated plates in a new medium with 10% KSR (Invitrogen, Carlsbad, CA), 20 ng/ml FGF2 (R&D system) and 20 ng/ml EGF (R&D system).

### Tissue recombination and subrenal culture

Freshly isolated and cultured mDMCs were harvested at indicated time points. About 1 × 10^5^ mDMCs were spun down to make a cell pellet and left in the centrifuge tube for aggregation for 2 h in DMEM + 10%FBS. The cell pellets was then recombined with freshly isolated E14.5 dental epithelium as previously described [9]. All recombinants were further cultured for 24 h prior to subrenal culture in adult male ICR mice. The host mice were sacrificed 3 weeks later and the grafted tissues were harvested. Grafts were fixed in 4% PFA/PBS, embedded in paraffin, and sectioned at 7 μm. Sections were stained with H&E for histological analysis.

### RNA isolation and sequencing

Total RNA from freshly isolated and cultured mDMCs was extracted using the RNeasy mini kit and RNase-Free DNase set (Qiagen GmbH, Hilden, Germany). RNA library from each sample was prepared according to the instructions with the Illumina TruSeq RNA kit and sequenced on an Illumina Hiseq 2000 in duplicate or triplicate. Raw data of the performed RNA-Seq experiments have been recorded in the GEO public database (accession number: GSE78228).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted with Trizol and complementary DNA was synthesized using an RT-PCR kit (TaKaRa Bio, Otsu, Japan). Real-time PCR was performed in triplicates in a Thermal CyclerDice7^™^ RealTime System with SYBR Green Premix EXTaq^™^ (Takara Bio). The primers are listed in Table 1. RNA expression was normalized to Actin and freshly isolated samples using the 2^-ΔΔCt^ method.

**Table 1:** Primers for quantitative real-time PCR.

	Forward	Reverse
**Actin**	5’-GGC TGT ATT CCC CTC CAT CG-3’	5’-CCA GTT GGT AAC AAT GCC ATG T-3’
**Dlx1**	5’-GGC TAC CCC TAC GTC AAC TC-3’	5’-TTT TTC CCT TTG CCG TTA AAG C-3’
**Lhx6**	5’-CAT TGA GAG TCA GGT ACA GTG C-3’	5’-GGG CCG TCC AAA TCA GCT T-3’
**Pax9**	5’- CAT TCG GCT TCG CAT CGT G -3’	5’- CTC CCG GCA AAA TCG AAC C-3’
**Bmp4**	5’-TTC CTG GTA ACC GAA TGC TGA-3’	5’-CCT GAA TCT CGG CGA CTT TTT-3’
**Dlx2**	5'- CTA CGG CAC CAG TTC GTC TC -3'	5'- CCG TTC ACT ATT CGG ATT TCA GG-3'
**Msx1**	5'- GCA CAA GAC CAA CCG CAAG-3'	5'- CGC TCG GCA ATA GAC AGG T-3'
**Fgf10**	5'- GCA GGC AAA TGT ATG TGG CAT-3'	5'- ATG TTT GGA TCG TCA TGG GGA-3'
**Alp**	5’- CCA ACT CTT TTG TGC CAG AGA-3’	5'- GGC TAC ATT GGT GTT GAG CTT TT-3'
**Wnt5a**	5'- CAA CTG GCA GGA CTT TCT CAA-3'	5'- CAT CTC CGA TGC CGG AAC T-3'

### Immunofluorescence analysis

mDMCs were cultured for the indicated periods and fixed in 4% paraformaldehyde. Fixed cells were treated with 0.1% Triton X-100 for 5 min, blocked with 5% BSA for 60 min, and further incubated with primary antibodies at 4°C overnight. The primary antibodies were anti-Msx1 goat monoclonal IgG (1:100; Santa Cruz Biotechnology, Santa Cruz, CA), anti-Pax9 rabbit polyclonal IgG (1:100; Cell Signaling, Danvers, MA), anti-Pdgfrα rabbit monoclonal IgG (1:100; Origene, Rockville, MD), anti-p75 rabbit polyclonal IgG (1:50; Santa Cruz), and anti-Bmp4 rabbit polyclonal IgG (1:500; Abcam, UK). The secondary antibodies Alexa Fluor 568 donkey Anti-rabbit IgG (1:1000), FITC-conjugated goat anti-rabbit IgG (1:1000) and FITC-conjugated donkey anti-goat IgG (1:1000) were applied for 60 min. The cells were counterstained with DAPI (5 μg/mL) and sealed with mounting medium. Blocking buffer with BSA was used as a negative control.

### Cell proliferation analysis

Cell counting kit 8 (CCK8; Dojindo, Tokyo, Japan) was used to measure the cell viability according to the protocol. Briefly, freshly isolated mDMCs were seeded in a 96-well plate and cultured in the incubator for 6 h to allow cell attachment. Subsequently, the media was replaced with FBS- or KSR-supplemented medium. After indicated time, 10 μl CCK-8 solution was added to each well and incubated for 3 h at 37°C. The optical density was measured at an absorbance of 450 nm using a microplate reader (ELx800; BioTek Instruments, Inc., Winooski, VT, USA).

### Bioinformatics analysis

RNA-sequencing reads were trimmed for adaptor sequence, mapped to the mouse transcriptome (mm10, Ensembl v73) and then aligned using bowtie (v1.0.1) and RSEM (v1.2.12). Differentially-expressed genes were identified using DESeq2 (v1.12.0); a *p*-value <0.05 and fold change >2 were used as the threshold to define significant differences in gene expression. The Database for Annotation, Visualization and Integrated Discovery was used to determine the GO categories and KEGG pathways using the entire mouse transcriptome as background gene set. The appropriate modules in glbase were used for hierarchical clustering and principal components analysis (PCA) [26]. Other RNA-seq was reanalyzed from GSE39918 [27], GSE55966 [28] and GSE29278 [29].

### Statistical analysis

Statistical analyses were performed using the SPSS for Windows software package (v18; SPSS Inc., Chicago, IL). Data from at least three independent experiments were used for analysis. The data were shown as means ± standard deviations (SD) and differences among groups were analyzed using one-way ANOVA. A two-tailed *p* value <0.05 was considered to be statistically significant.

## Results

### Loss of odontogenic potential in mouse dental mesenchymal cells

Among the isolated mDMCs, some displayed a spindle-shaped, fibroblast-like morphology and others an elliptic morphology when adhering to the plates (Fig 2A). The cells continued to proliferate in culture and cell quantity doubled in 48 h (Fig 2B). When recombined with E14.5 dental epithelium, both freshly isolated mDMCs and molar mesenchyme tissues developed into teeth with well-differentiated odontoblasts after 3 weeks of subrenal culture (Fig 2C). The tooth-formation ratio for freshly isolated cells was 21/28 and for molar mesenchyme tissue was 11/11. The first- (120 h) and second-passage (192 h) mDMCs showed no tooth formation when recombined with E14.5 dental epithelium, suggesting that the odontogenic potential was lost during *in vitro* culture (Table 2). Given the possible influence of culture duration, the odontogenic potential of cells cultured for shorter periods was then examined. Recombinants with cells cultured for 48 h failed to develop into dental tissue, forming cysts with an amorphous matrix. In contrast, recombinants with cells cultured for 24 h gave rise to well-organized, tooth-like structures with a ratio of 17/28 (Fig 2C, Table 2). Collectively, these data demonstrated the culture-induced impairment of odontogenic potential in mDMCs, and mDMCs lost their odontogenic potential after 24 h in culture.

**Fig 2:**
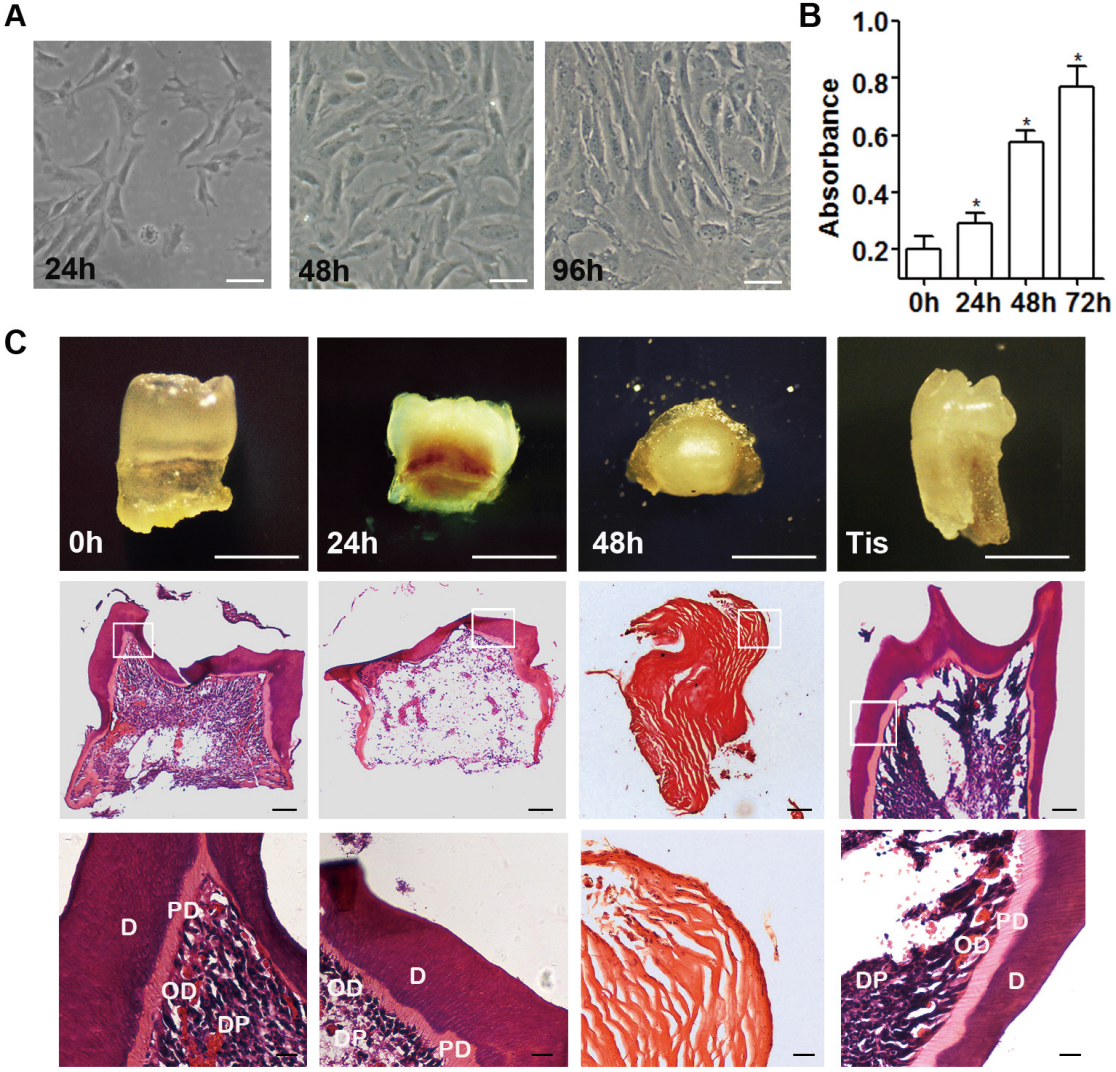
Impaired odontogenic potential in cultured mDMCs. **(A)** mDMCs possess a fibroblast-like or elliptic morphology. Cell density increased significantly and the morphological alteration was visible from 24 h to 96 h. **(B)** Cells continued to proliferate in culture and cell quantity doubled in 48 h. **(C)** Recombinants with freshly isolated mDMCs and cells cultured for 24 h formed tooth after subrenal culture, but recombinants with cells cultured for 48 h formed cysts. Recombinants with E14.5 dental mesenchyme (Tis) were used as positive control. H&E staining showed the presence of tooth structure or eosinophilic amorphous matrix. D, dentin; PD, predentin; DP, dental pulp; OD, odontoblast. Scale bar: A, B = 50 μm; C = 500 μm.

**Table 2:** Ratios of tooth formation in tissue recombination assays.

*Type of recombinant*		*Culture medium*	*No*. *of recombinants*	*No*. *of tooth formation*	*Tooth formation ratio (%)*
*Mesenchyme*	*Epithelium*				
Dm E14.5	De E14.5	---	11	11	100
mDMCs 0h	De E14.5	M-FBS	28	21	78.8
mDMCs 24h	De E14.5	M-FBS	28	17	60.7
mDMCs 48h	De E14.5	M-FBS	30	0	0
mDMCs 120h	De E14.5	M-FBS	28	0	0
mDMCs 192h	De E14.5	M-FBS	32	0	0
mDMCs 0h	De E14.5	M-KSR	5	5	100
mDMCs 24h	De E14.5	M-KSR	27	14	51.9
mDMCs 48h	De E14.5	M-KSR	30	15	50
mDMCs 0h	Se E10.5	M-KSR	18	7	38.8
mDMCs 24h	Se E10.5	M-KSR	14	4	28.6
mDMCs 48h	Se E10.5	M-KSR	14	3	21.4

Abbreviations: Dm, dental mesenchyme; De, dental epithelium; Se, second-arch epithelium; mDMCs, mouse dental mesenchymal cells; M-FBS, FBS supplemented medium; M-KSR, KSR supplemented medium.

### Changes in the transcriptome profiles induced *in vitro*

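The RNA-seq data covered freshly isolated mDMCs (0 h) and mDMCs cultured for 12, 24, 36 and 48 h in FBS-supplemented medium, together with dental mesenchymal tissue. mDMCs are single cells obtained with trypsin from the dental mesenchyme of embryonic mouse mandibular first molars. There were 3 libraries at 0, 24, 36 and 48 h, 2 libraries at 12 h and 1 library of the tissue, which has no replicate. The authors trimmed the reads, aligned them to the mouse transcriptome (mm10) with bowtie and estimated expression with RSEM. The deposited table has 12089 rows, called transcripts here, each listed by an Ensembl transcript identifier, of which 11973 were matched to a gene. Whether a row holds the value of that transcript or of its whole gene is not stated. Its values are whole numbers, but not read counts. All 15 libraries have a median of 721 and a largest value of 127101, their totals lie between 21357605 and 21365980, and at 71.9% of ranks all libraries hold the same value. The values had therefore been brought to one distribution before deposition, and the number of reads per library is unknown. A gene's value was thus set by rank, either among all genes of a library or within groups of them, and the precision is known only from the replicates. Here each value was taken as log2(value + 1), which understates the change of genes with low values. The 14 libraries of freshly isolated and cultured mDMCs were fitted together with limma, with 1 mean per time point. The fit covered 12079 transcripts with at least 1 ppm of the library total in at least 2 libraries. Differentially expressed genes had a p-value below 0.05 and a fold change above 2, the threshold of the paper's methods, and single genes were judged by the Benjamini-Hochberg adjusted p-value of the same two-sided test.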

To reveal the underlying mechanism of the impairment of odontogenic potential, we generated gene expression profiles from mDMCs in culture using RNA-seq. Correlation analysis performed at the cell population level showed that there were 2 main clusters (Fig 3A). 

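Hierarchical clustering used 1 minus the Pearson correlation of log2 expression across genes, which are not independent replicates. Over the means of the 5 time points and the tissue, the 0 h mean and the tissue joined at a height of 0.026. The 36 h and 48 h means joined at 0.012 and the 12 h and 24 h means at 0.025. These pairs of cultured mDMCs joined each other at 0.047, and the branch of 2 populations joined the branch of 4 populations last, at 0.228. The same division was found with average, single and complete linkage. It was also found with the 15 libraries in place of the means, where 4 libraries stood against 11. The 44 correlations between a cultured library and a freshly isolated or tissue library had a mean of 0.759 and ranged from 0.718 to 0.822.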

Cluster I comprised freshly isolated mDMCs and dental mesenchymal tissues, indicating comparable odontogenic potential between the two components. 

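Among the 3 freshly isolated libraries and the tissue library, the 6 pairwise correlations across genes had a mean of 0.972 and ranged from 0.959 to 0.981. The mean of the freshly isolated libraries correlated with the tissue at 0.974. The tissue differed from that mean by more than 2-fold in 456 genes, with a root mean square log2 difference of 0.49. Each freshly isolated library, set against the mean of the others, differed by more than 2-fold in 328, 174 and 432 genes, with root mean square differences of 0.44, 0.32 and 0.45. The tissue was thus slightly farther from the freshly isolated mDMCs than they were from each other. With 1 tissue library this difference has no replicate check.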

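The 55 correlations across genes between libraries of cultured mDMCs had a mean of 0.959 and ranged from 0.902 to 0.991. The 45 of these pairs that joined different time points had a mean of 0.954. The lowest of the 55 values was above the highest correlation of any cultured library with the freshly isolated mDMCs or the tissue.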

Cell populations in cluster II exhibited a high mutual positive correlation and were those associated with cultured cells. However, the link between cluster I and mDMCs cultured for 12 h or 24 h was relatively strong compared with that of cells cultured for 36 h or 48 h. 

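For each cultured library, the correlation with the 0 h mean and the correlation with the tissue were averaged. The result was 0.816 ± 0.0065 (SD, n = 2) at 12 h, 0.771 ± 0.0051 (SD, n = 3) at 24 h, 0.746 ± 0.0094 (SD, n = 3) at 36 h and 0.735 ± 0.0045 (SD, n = 3) at 48 h. The 5 libraries at 12 and 24 h had a mean of 0.789 ± 0.025 (SD) and lay between 0.765 and 0.821. The 6 libraries at 36 and 48 h had a mean of 0.741 ± 0.009 (SD) and lay between 0.731 and 0.752. The groups did not overlap, and their means differed by 0.048 (exact two-sided permutation test, p = 0.00216, the smallest p that the 462 divisions of 5 against 6 libraries allow). The alternative that moved the difference most was Spearman's correlation in place of Pearson's, with a difference of 0.028 and the same p from the exact permutation test.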

PCA was used to map cell populations, and a dominant component (PC3) matching the sequence of progressive loss of odontogenic potential was identified (Fig 3B). In addition, the magnitude of transcriptional changes during culture was reflected by the number of transcripts induced or repressed at a given time point. 

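Principal components of the 14 mDMC libraries were computed from log2 expression centred per gene. The shares of variance were 72.2%, 11.8%, 4.0% and 2.8% for the first to the fourth component. PC1 scores rose with the time in culture, from −122.0 ± 1.7 (SD, n = 3) at 0 h to 2.1 ± 1.4 (SD, n = 2) at 12 h, 30.1 ± 3.6 (SD, n = 3) at 24 h, 43.5 ± 2.6 (SD, n = 3) at 36 h and 47.0 ± 1.3 (SD, n = 3) at 48 h. The step from 36 h to 48 h was close to the spread of the replicates. PC2 separated mDMCs at 12 h, with a mean score of −48.5, and at 24 h, with −22.1, from those at 0, 36 and 48 h, with 10.5, 20.8 and 23.1. PC3 scores were −1.4 ± 7.1 (SD, n = 3), 12.0 ± 7.8 (SD, n = 2), −9.9 ± 20.8 (SD, n = 3), 15.9 ± 2.1 (SD, n = 3) and −12.5 ± 15.1 (SD, n = 3) from 0 h to 48 h, and did not follow the order of the time points. Along PC3 the replicates of 24 h and 48 h were spread more widely than the means of the 5 time points. The largest change in the share of PC1 came from not centring the means of the 5 time points, where it was 99.5%.

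**Figure D1:**
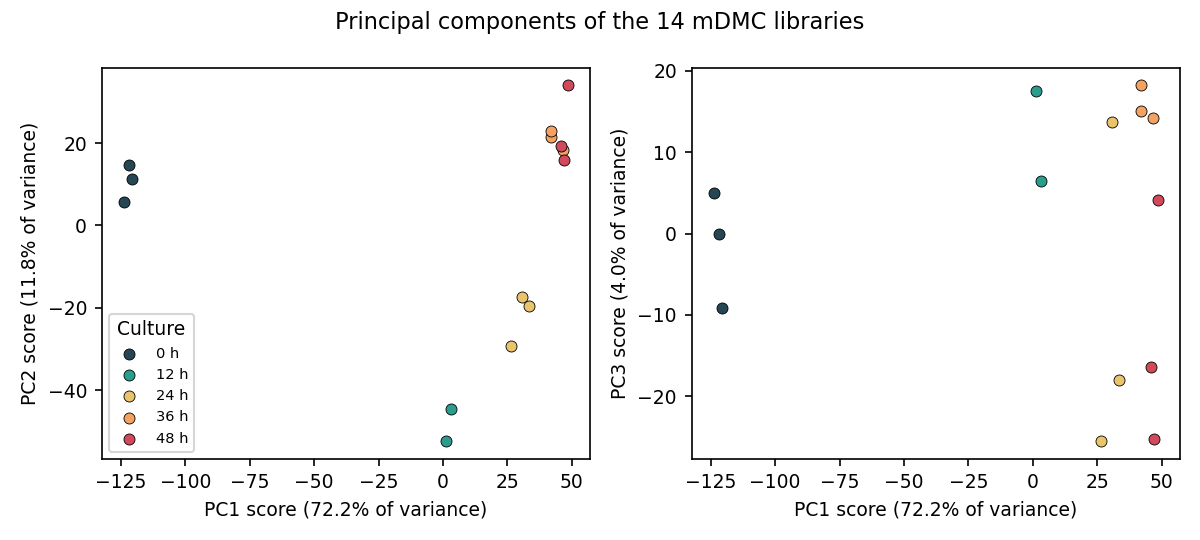
Scores of the 14 libraries of mDMCs on PC1 (horizontal axis, 72.2% of variance) against PC2 (left, 11.8%) and PC3 (right, 4.0%), without units. Each point is a library, coloured by hours in culture. Along PC1 the libraries at 0 h lie apart from all others, and along PC3 the libraries at 24 h and at 48 h are spread.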

A remarkable number of genes were differentially expressed between freshly isolated and cultured mDMCs. However, culturing mDMCs for >24 h had a comparatively minor effect on transcription (Fig 3C).

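Between 0 h and 12 h, 1474 genes were higher and 1459 lower in cultured mDMCs, together 24.3% of the genes tested. At 24 h the numbers were 1672 higher and 1710 lower, at 36 h 1880 higher and 1881 lower, and at 48 h 1954 higher and 1920 lower, the last amounting to 32.1%. With Benjamini-Hochberg adjusted p-values in place of the unadjusted ones, 1462 and 1444 genes passed at 12 h and 1949 and 1914 at 48 h. The alternative that moved these counts most was a requirement of at least 1 ppm in all 14 libraries, with 1163 higher and 1123 lower genes at 12 h and 1581 and 1553 at 48 h. In simulated data with 200 genes changed 4-fold, the same test recovered all 200 and called 4 of 11834 unchanged genes. Smaller changes, nearer the 2-fold threshold, were not simulated. The 200 changed genes were also far fewer than the real comparisons with 0 h called, and the replicate spread was assumed. The simulation therefore does not give the rate of false calls in the real data.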

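Between 24 h and 36 h, 291 genes were higher and 213 lower at the later time point, 4.2% of the genes tested. Between 24 h and 48 h there were 327 higher and 283 lower genes (5.1%), and between 36 h and 48 h there were 48 and 116 (1.4%). For the comparisons that began at 12 h, 217 genes were higher and 228 lower at 24 h, 728 and 669 at 36 h, and 775 and 858 at 48 h. With Benjamini-Hochberg adjustment, 246 higher and 165 lower genes passed between 24 h and 36 h. Between 36 h and 48 h the adjusted count was 0 in either direction, while 1617 genes had an unadjusted p-value below 0.05 at any fold change. In this last comparison the counts thus depended on the adjustment.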

**Fig 3:**
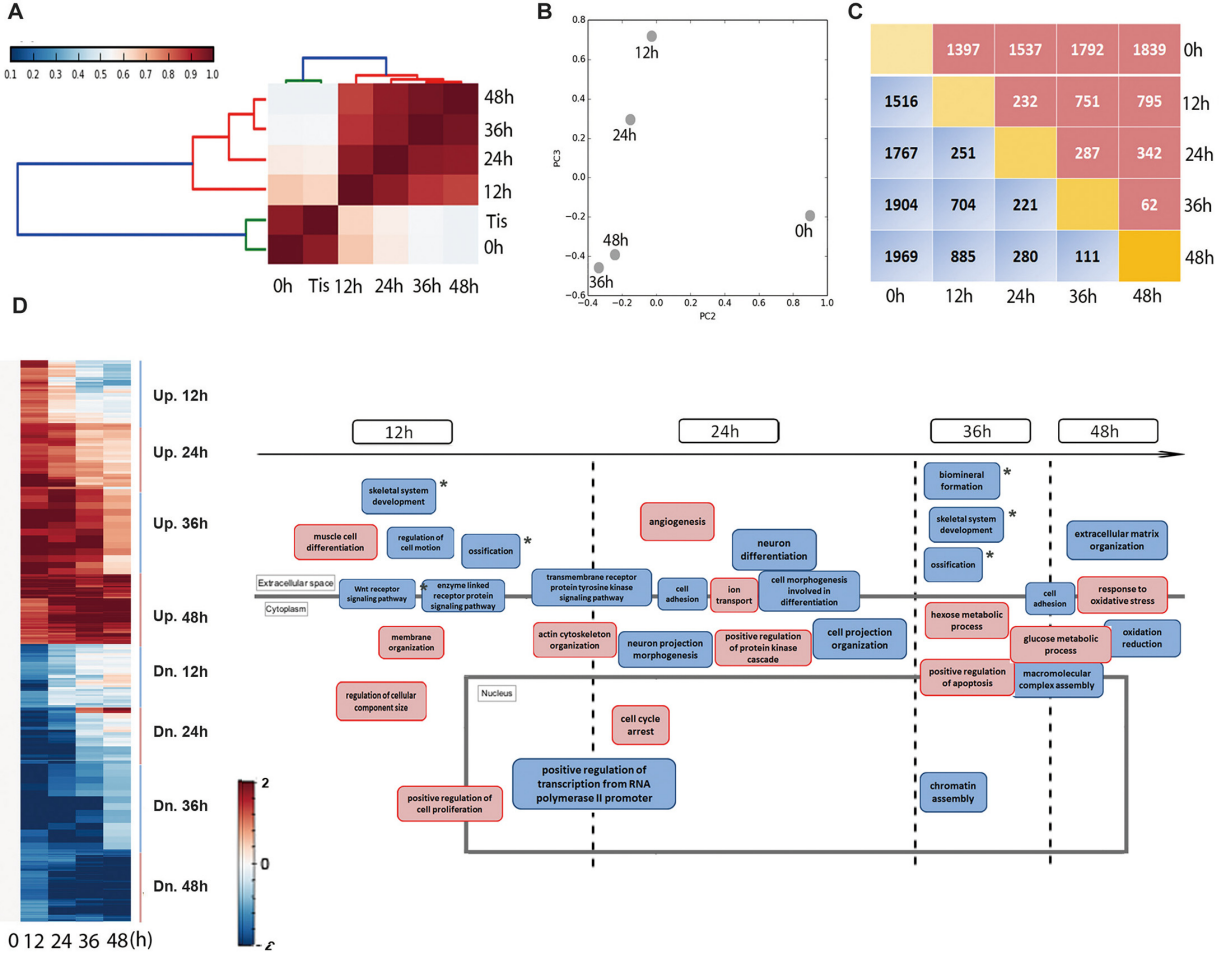
Global transcriptome profiles of mDMCs. **(A)** Hierarchical clustering analysis of dental mesenchymal tissue or cell samples. Tis, dental mesenchymal tissues. **(B)** Principal components analysis (PCA) showed the distances between various cell populations. Variation between two adjacent cell populations was reduced with time. **(C)** The number of differentially expressed genes between every two cell populations was listed. The red bracket indicates the number of upregulated genes and the blue indicates the downregulated genes. **(D)** Differentially expressed genes were divided into eight clusters according to their temporal patterns. Functional annotation analysis of genes in each cluster was performed, and the biological processes were reconstructed. The red bracket indicates processes involving the upregulated genes in the given time interval and the blue bracket indicates those involving the downregulated genes. * indicated the biological processes associated with tooth development.

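The root mean square difference in log2 expression between adjacent mean profiles was 1.26 from 0 h to 12 h, 0.48 from 12 h to 24 h, 0.49 from 24 h to 36 h and 0.33 from 36 h to 48 h. The replicate spread alone would give differences of 0.28, 0.27, 0.24 and 0.24. The observed differences were thus 4.49, 1.75, 2.04 and 1.39 times those expected from the replicates. The first interval had the largest difference and the last the smallest, while the middle intervals were nearly equal.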

To group the transcripts with similar behavior during culture, genes differentially expressed between freshly isolated and cultured mDMCs were divided further into eight clusters according to their expression patterns. Each cluster included genes exclusively upregulated or downregulated during the interval in culture (Fig 3D). 

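In all, 4847 genes passed the threshold against 0 h at 1 or more time points. Of these, 26 passed in different directions at different time points, and the remaining 4821 were assigned to clusters, 2414 rising and 2407 falling. Each gene was placed at the time point with its largest change from 0 h. The falling clusters then held 391 genes at 12 h, 444 at 24 h, 628 at 36 h and 944 at 48 h, and the rising clusters held 486, 436, 630 and 862. The placement rule was the only choice varied for these sizes. When each gene was placed at its first time point past the threshold, 1437 falling and 1470 rising genes were placed at 12 h, and 148 and 150 at 48 h.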

Functional annotation analysis was performed to gain insight into the function of genes in each cluster. 

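A list of 26 proliferation genes was written from general knowledge, and all of them had values. Relative to 0 h its mean log2 change was −0.59 at 12 h, −0.28 at 24 h, −0.54 at 36 h and −0.72 at 48 h. At 48 h the mean of the list was below all 3 libraries of 0 h in 3 of 3 libraries, and limma's camera test of the list against all other genes gave a two-sided p of 1.1e-04 (1.6e-04 after Benjamini-Hochberg adjustment over 6 such lists). By single genes, 18 were lower and 1 higher at an adjusted p below 0.05. The largest change was in Mki67, which fell from 6945 ± 1707 (SD, n = 3) to 1669 ± 312 (SD, n = 3), a log2 fold change of −2.05. Ccnb2 changed by −1.70, Top2a by −1.59, Mcm6 by −1.41 and Mcm4 by −1.36 on the log2 scale. In each of these 5 genes the 3 libraries at 48 h lay below the 3 at 0 h. The single tissue library had a list mean of 11.4, below the 0 h libraries (11.6 to 11.78) and above the 48 h libraries (10.79 to 11.18). The paper reports that the cells kept proliferating in culture, so the lower values do not mean that division stopped.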

Much of the transcriptional change affected genes controlling proliferation and various ‘housekeeping’ activities such as transcription, cell motion, cell adhesion, and cytoskeletal organization. Interestingly, genes encoding skeleton- and ossification-related categories underwent downregulation during the intervals 0–12 h and 24–36 h, when the odontogenic potential of mDMCs evidently was degenerating. 

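The GO annotation of the paper could not be looked up, so 52 genes of skeletal development and ossification were listed from general knowledge. Of these, 45 had values. From 0 h to 12 h the list had a mean log2 change of −0.13 (limma's two-sided camera test, adjusted p = 0.422 with the Benjamini-Hochberg method over 6 list tests, unadjusted 0.352). Its members moved both ways, with 17 lower and 12 higher at an adjusted p below 0.05. Tnfrsf11b rose by 5.30 and Nog by 4.78 on the log2 scale, and Bmp7 fell by 5.28 and Chrd fell by 3.28. Dmp1 rose from 20.7 ± 3.5 (SD, n = 3) to 236 ± 19 (SD, n = 2). From 24 h to 36 h the mean log2 change was −0.17 (limma camera test, adjusted p = 0.304, unadjusted 0.203), with 6 members lower and 2 higher, and all 3 libraries at 36 h lay below those at 24 h. Against 10000 random lists matched on mean expression, in place of camera, the same change had a two-sided permutation p of 0.0392. Sp7 fell by 1.48 and Dmp1 fell by 1.65 in this interval, and Igf1 rose by 1.31. From 12 h to 24 h the mean change was −0.57 (limma camera test, adjusted p = 1.1e-06, unadjusted 1.8e-07), with 6 members lower and 0 higher at an adjusted p below 0.05, and at an unadjusted p below 0.05 with a fold change above 2, 9 lower and 0 higher.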

Throughout the culture duration, expression of genes controlling the negative regulation of cell proliferation, positive regulation of apoptosis, and cell-cycle arrest were enhanced. 

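For apoptosis and cell-cycle arrest, lists written from general knowledge were used, and negative regulation of cell proliferation was not tested. The list of positive regulation of apoptosis had 31 genes with values and a mean log2 change from 0 h to 48 h of 1.05 (limma's two-sided camera test, adjusted p = 0.00962 with the Benjamini-Hochberg method over 6 list tests, unadjusted 0.00335). Its mean was higher in 3 of 3 libraries at 48 h than in all libraries at 0 h, and 20 members were higher and 5 lower at an adjusted p below 0.05. Pmaip1 rose from 26.7 ± 7.4 (SD, n = 3) to 1615 ± 244 (SD, n = 3), a log2 fold change of 5.89. Trib3, Bbc3 and Fas rose by 4.71, 4.00 and 3.96 on the log2 scale, and Bmf fell by 4.08. The list of cell-cycle arrest, with 31 genes, had a mean change of 0.51 and a median of −0.10 (limma camera test, adjusted p = 0.862, unadjusted 0.862), with 11 members higher and 13 lower at an adjusted p below 0.05, and 10 higher and 8 lower by the threshold with a fold change above 2. Against random lists matched on expression, its change had a two-sided permutation p of 0.0614. Its mean lay above the 0 h libraries in 3 of 3 libraries at 48 h, but the members did not move together. Cdkn1a rose from 24.0 ± 13.0 (SD, n = 3) to 2393 ± 58 (SD, n = 3), a log2 fold change of 6.70 (standard error 0.27, adjusted p = 5.2e-10 from limma with Benjamini-Hochberg adjustment). Cdkn2b rose by 5.72, Ccng1 by 5.50 and Trp53inp1 by 3.21, whereas Irf1 fell by 3.12.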

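The mean profiles of cultured mDMCs differed from the freshly isolated profile by a root mean square log2 difference of 1.42 at 24 h, 1.52 at 36 h and 1.55 at 48 h. Of the genes that passed the threshold against 0 h, 2136 did so at all 4 culture times.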

Collectively, mDMCs underwent a major perturbation in their biological processes that coincided with the loss of odontogenic potential.

### Phenotype alterations in cultured mouse dental mesenchymal cells

The expression pattern of some dental mesenchyme-specific genes (*Msx1*, *Pax9*, *Lhx6*, *Dlx1*, and *Dlx2*) was examined using qRT-PCR and immunofluorescence analysis. In agreement with RNA-seq results (Fig 4A), these genes were downregulated in a temporal pattern approximately concordant with the loss of odontogenic potential (Fig 4B). 

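In the RNA-seq values, Msx1 (ENSMUST00000063116, chromosome 5 of GRCm38 from 37820485 to 37824583, minus strand, 2 exons) fell from 5236 ± 223 (SD, n = 3) at 0 h to 3518 ± 267 (SD, n = 3) at 48 h. Its log2 fold change was −0.58 (standard error 0.08, adjusted p = 3.3e-05 from limma with Benjamini-Hochberg adjustment), which is below a 2-fold change. Pax9 (chromosome 12 from 56691767 to 56712707, plus strand, 5 exons) fell from 4619 ± 1164 to 899 ± 243 (SD, n = 3 each), a log2 fold change of −2.37 (standard error 0.22, limma adjusted p = 8.6e-07). Lhx6 (chromosome 2 from 36081953 to 36104060, minus strand, 9 exons) fell from 4048 ± 769 to 1326 ± 96 (SD, n = 3 each), a log2 fold change of −1.60 (standard error 0.11, limma adjusted p = 4.6e-08). For each of these 3 genes, all libraries of cultured mDMCs lay below all libraries at 0 h. The tissue library held 3882 for Msx1, 3463 for Pax9 and 2667 for Lhx6, lower in each gene than any freshly isolated library.
Dlx1 and Dlx2 lie next to each other on chromosome 2, from 71528113 to 71533980 and from 71543408 to 71546754, with 3 exons each. Dlx1 was 4097 ± 566 at 0 h and 3359 ± 1361 at 48 h (SD, n = 3 each), a log2 fold change of −0.35 (standard error 0.22, limma adjusted p = 0.176), and the libraries overlapped. With the 48 h replicate 3 left out, the change was −0.66 and the adjusted p 0.00385, and over the 6 fits that each left out a replicate the adjusted p ranged from 0.00385 to 0.644. Dlx2 was 484 ± 233 (SD, n = 3) at 0 h, 1053 ± 286 (SD, n = 2) at 12 h and 474 ± 74 (SD, n = 3) at 48 h. Its log2 fold change was 1.19 at 12 h (standard error 0.33, limma adjusted p = 0.0078) and 0.06 at 48 h (standard error 0.30, adjusted p = 0.866). The sign of the change at 48 h depended on which replicate was left out, from −0.18 to 0.43.

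**Figure D2:**
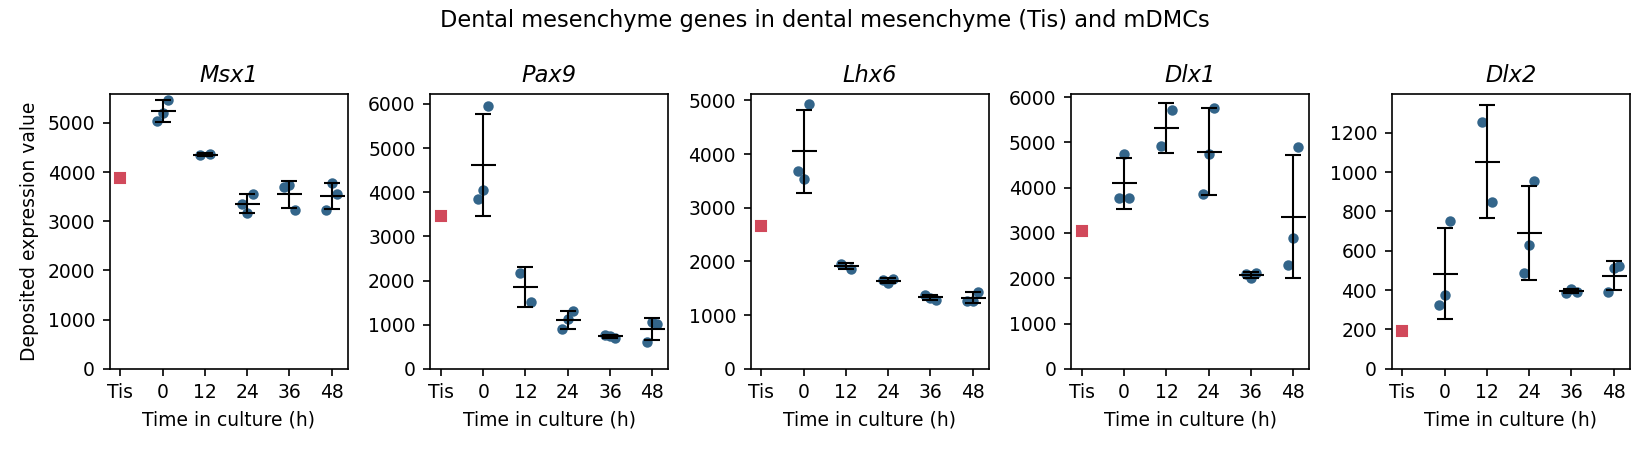
Deposited expression values of Msx1, Pax9, Lhx6, Dlx1 and Dlx2 (vertical axis, normalized, linear from 0) against time in culture in hours. Blue points are libraries of mDMCs, black bars the mean ± SD of each time point, and the red square the tissue library (Tis). Msx1, Pax9 and Lhx6 lie below their 0 h libraries at every later time point, whereas Dlx1 and Dlx2 at 48 h overlap with 0 h.

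The paper sets the temporal pattern of these genes beside the time course of tooth formation in recombinants, in which mDMCs cultured for 48 h no longer formed teeth. From the parallel between the patterns it proposes that lower expression of some of these genes, Msx1 and Pax9 among them, may contribute to the loss of odontogenic potential.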

Freshly isolated mDMCs were stained positive for Pax9 (~60%) and Msx1 (~73%). However, the fraction of cells positive for Pax9 (~25%) and Msx1 (~11%) declined remarkably during culture and was hardly detectable at 48 h (~1.5%; Fig 4C). mDMCs contained only a small fraction of cells positive for p75 (Ngfr, ~30%), which had almost completely disappeared at 48 h. In addition, expression of Pdgfrα was also decreased under *in vitro* conditions. However, the expression of *Bmp4*, *Wnt5a* and *fgf10* did not show a trend that is concordant with the loss of odontogenic potential (Fig 4B). Thus, the temporal pattern of some dental mesenchyme-specific genes like *Msx1* and *Pax9* corresponds to the change in odontogenic potential, and the decreased expression of these genes may contribute to the loss of odontogenic potential.

**Fig 4:**
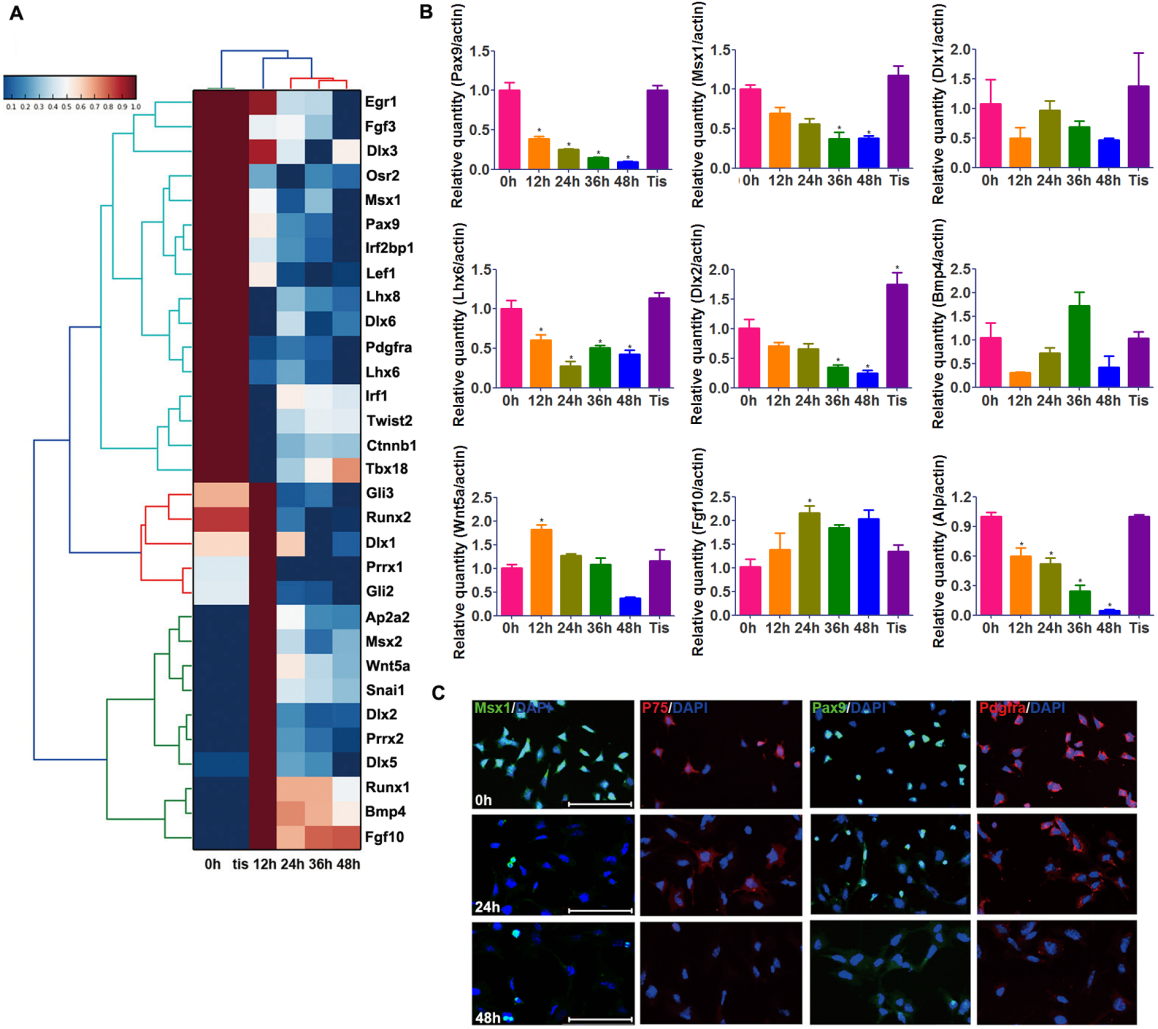
Phenotypic alteration of cultured mDMCs. **(A)** Heat map showed the decreased expression of dental mesenchyme-related genes in cultured mDMCs. **(B)** The mRNA levels of some dental mesenchyme-related genes. **(C)** Decreased expression of Msx1, Pax9, P75, and Pdgfrα in cultured mDMCs was examined by immunofluorescence assays. *p < 0.05 compared with the D0 cells. Scale bar: 100 μm.

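The heat map of Fig. 4A lists 31 genes, all of which had values. At an adjusted p below 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested), 13 were lower than at 0 h after 12 h of culture, 18 after 24 h, 19 after 36 h and 18 after 48 h. Adjustment over the 31 genes alone gave the same numbers. In the other direction, 9, 5, 4 and 4 genes were higher at these time points, and 9, 8, 8 and 9 were not called. At 48 h, 15 of the lower genes and 1 of the higher genes had changed by more than 2-fold, and the median log2 change was −0.72. With the requirement of at least 1 ppm in all 14 libraries, the alternative that moved the count at 48 h most, 16 genes were lower. Pdgfra (chromosome 5 from 75152306 to 75198215, plus strand, 23 exons) held 16448 in all 3 libraries at 0 h, a value fixed by rank, so that the replicate spread there is understated. It was 2546 ± 62 (SD, n = 3) at 48 h, a log2 fold change of −2.69 (standard error 0.08, limma adjusted p = 3.3e-11). Osr2 changed by −2.93, Dlx3 by −4.06, Irf2bp1 by −1.05, Dlx6 by −0.72, Gli3 by −1.40 and Gli2 by −1.57 from 0 h to 48 h, with no overlap between the libraries. Ctnnb1 changed by −1.51, with the same value of 18462 in all 3 libraries at 48 h, again set by rank. Lhx8 changed by −0.34 (limma adjusted p = 0.0133), a call lost when 0 h replicate 3 or 48 h replicate 1 was left out, and Ap2a2 rose by 0.27 (adjusted p = 0.0169), a call lost without 48 h replicate 2. Prrx1 (−0.39), Msx2 (0.56), Snai1 (1.05), Prrx2 (0.21), Dlx5 (0.26), Runx1 (−0.11) and Tbx18 (−0.16) did not pass on the log2 scale. Of these, Prrx1 passed when only 0 h and 48 h were fitted, and Msx2 and Snai1 passed with a replicate left out. The sign of Dlx5, Runx1 and Tbx18 changed when a replicate was left out.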

### Maintenance of odontogenic potential in mouse dental mesenchymal cells in culture

Since dental mesenchyme is derived from the neural crest, the RNA-seq data of tooth and neural crest obtained by others was then integrated with our data to understand the relationship of mDMCs to normal neural crest cell types. A relational network was built based on the strength of the correlation between pairs of samples (Fig 5A). Freshly isolated mDMCs were associated closely with the neural crest cells, but particularly with the upper and lower molars. When mDMCs were cultured, they came to resemble fetal fibroblasts more closely as they lost their odontogenic potential. We then investigated whether supplementation with growth factors essential for the development of neural crest and tooth could prolong the odontogenic potential. Egf and Fgf2 were incorporated into the culture medium to inhibit cell apoptosis and promote cell proliferation. Moreover, KSR was used to skip undefined factors in FBS and avoid cell differentiation towards fibroblasts. mDMCs in the new medium proliferated robustly, with a significantly higher rate than those in the FBS-supplemented medium (Fig 5B). The KSR-supplemented medium increased the mRNA expression of *Lhx6* and *Fgf10*, and maintained the expression of *Pax9*, *Msx1*, *Wnt5a*, *Bmp4*, and *Dlx1*, but failed to maintain the expression of *Dlx2* and *Alp* after 48 h in culture (Fig 5C). In addition, protein levels of Msx1, Pax9, and Pdgfrα in mDMCs cultured in KSR-supplemented medium were comparable to freshly isolated mDMCs but significantly higher than those in FBS-supplemented medium (Fig 5D). The protein level of Bmp4 was slightly increased in KSR-supplemented medium and slightly decreased in FBS-supplemented medium (S1 Fig). Surprisingly, the KSR-supplemented medium was capable of extending odontogenic potential of mDMCs, and tooth formation could be derived at 48 h (Fig 5E; 15/30; Table 2). The potential is lost gradually thereafter, and recombinants with mDMCs cultured for 72 h developed into only thin and tiny tooth-like structures with a ratio of 7/19. Since E14.5 dental mesenchyme also possesses the capability to instruct tooth formation when recombined with epithelia of non-dental origin, mDMCs cultured in KSR-supplemented medium were recombined with E10.5 mouse second-arch epithelium. Tooth-like structures were found in the recombinants of cultured mDMCs and second-arch epithelium (Fig 5F, Table 2), confirming the retained odontogenic potential in cultured mDMCs. Thus, it is possible to maintain the odontogenic potential of mDMCs *in vitro* by modulating the composition of culture medium.

**Fig 5:**
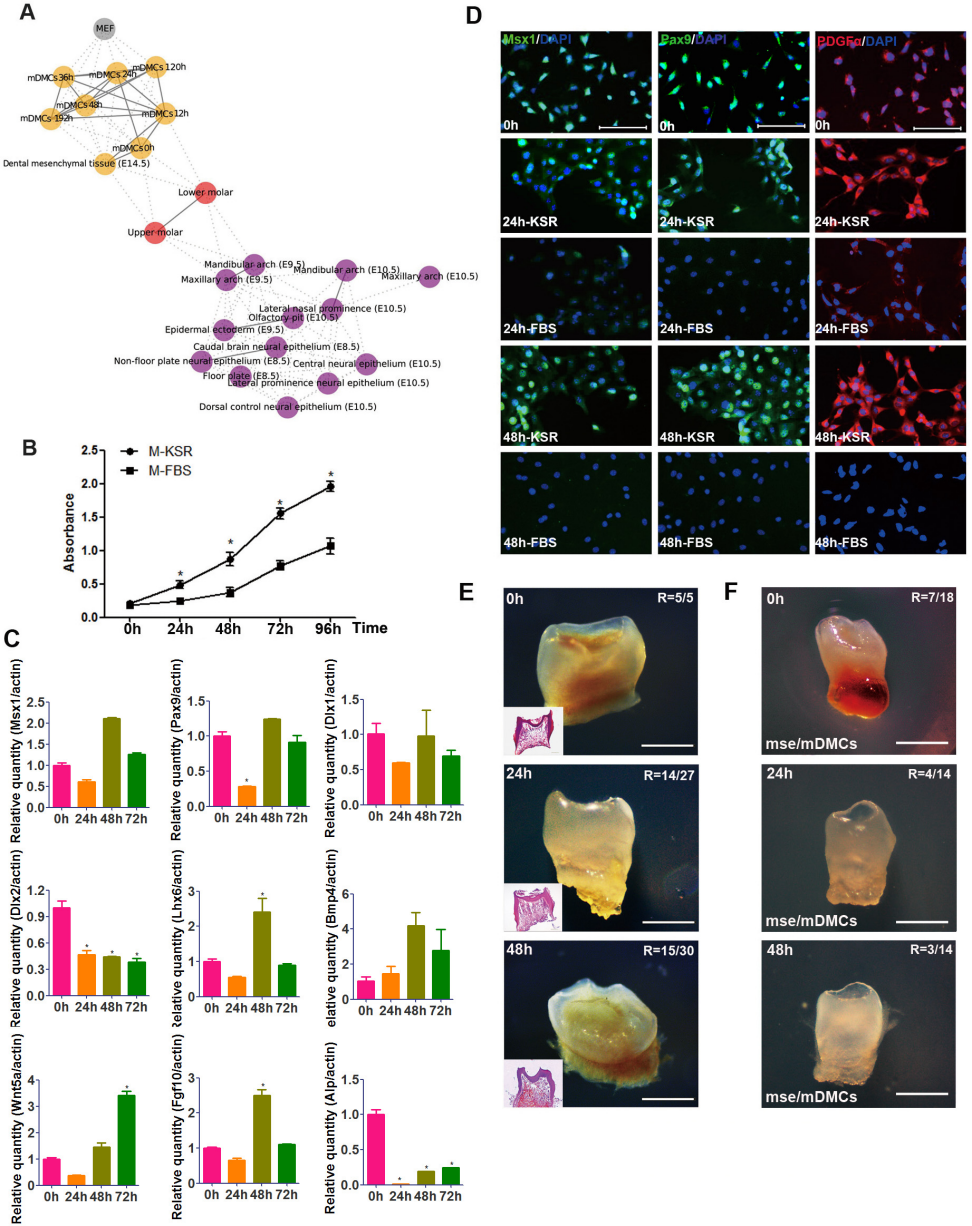
KSR, Fgf2 and Egf facilitate the maintenance of odontogenic potential in cultured mDMCs. **(A)** The relational network was constructed based on the strength of correlation between pairs of samples, showing the relationship of mDMCs to normal neural crest cell types. **(B)** mDMCs proliferated at a significantly higher rate in KSR-supplemented medium (M-KSR) than FBS-supplemented medium (M-FBS). **(C)** The mRNA levels of some dental mesenchyme-related genes in mDMCs cultured in medium with KSR. **(D)** Immunofluorescence analysis of Msx1, Pax9, and Pdgfrα in mDMCs cultured in medium with KSR or FBS. **(E)** Recombinants with mDMCs cultured for 24 h and 48h in KSR-supplemented medium developed into teeth after subrenal culture for 3 weeks. R, ratio of tooth formation. **(F)** Recombinants of epithelium from E10.5 mouse second-arch (mse) and cultured mDMCs developed into tooth-like structures. *p < 0.05 compared with the freshly isolated cells. Scale bar: D = 100 μm; E, F = 500 μm.

### The effects of KSR, Fgf2, and Egf on cultured mDMCs

To identify the differential effect of individual supplement, one or two supplements were used to cultured mDMCs. When Egf/Fgf2 were used and KSR was removed from the medium, mDMCs poorly attached to the culture flasks. When Egf or Fgf2 was removed, the cells displayed normal morphology but proliferated relatively slowly (Fig 6A). KSR/Fgf2 increased the expression of *Fgf10*, *Wnt5a*, and *Bmp4*, but decreased the expression of *Dlx2*. KSR/Egf increased the expression of *Msx1*, *Dlx1*, and *Bmp4*, while KSR increased the expression of *Fgf10* (Fig 6B). Moreover, the downstream effects of Egf and Fgf2 were predicted using bioinformatic approaches. Egf was predicted to restore the expression of *Egr1*, *Egr2*, *Jund*, and *Fos* (S2 Fig). 

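The paper's text does not name the comparison that was given to the pathway tool. In the RNA-seq values of mDMCs cultured in FBS-supplemented medium, Egr1 (chromosome 18 from 34859823 to 34864984, plus strand) fell from 4907 ± 2997 at 0 h to 655 ± 247 at 48 h (SD, n = 3 each), a log2 fold change of −2.80 (standard error 0.40, adjusted p = 3.5e-05 from limma with Benjamini-Hochberg adjustment). Egr2 (chromosome 10 from 67537869 to 67542188, plus strand) fell from 1516 ± 780 to 374 ± 95 (SD, n = 3 each), a log2 fold change of −1.88 (standard error 0.35, limma adjusted p = 3.4e-04). At 12, 24 and 36 h the Egr2 libraries still overlapped with those at 0 h. Jund (chromosome 8 from 70698949 to 70700616, plus strand, 1 exon) fell from 6942 ± 1930 to 2171 ± 222 (SD, n = 3 each), a log2 fold change of −1.64 (limma adjusted p = 2.4e-06). Fos (chromosome 12 from 85473890 to 85477273, plus strand) held 16498, 40642 and 127101 in the 3 libraries at 0 h, the last being the largest value the table can hold. It was 950 ± 359 (SD, n = 3) at 48 h, a log2 fold change of −5.61 (standard error 0.52, limma adjusted p = 7.4e-07). The freshly isolated libraries were thus widely spread for Egr1 and Fos, but for all 4 genes every library at 48 h lay below them. The single tissue library held 2317 for Egr1 and 15089 for Fos, below every freshly isolated library. It held 1179 for Egr2 and 8724 for Jund, within their 0 h range. All 4 tissue values lay above every library at 48 h. For Egr1 and Fos, a 0 h value raised by the preparation of the cells is not excluded.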

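Runx2 is listed under a transcript annotated as a target of nonsense-mediated decay, on chromosome 17 from 44495987 to 44736176 (minus strand, 6 exons). Whether the value of Runx2 is that of this transcript or of the whole gene is not known. Its value was 1984 ± 1165 at 0 h and 421 ± 29 at 48 h (SD, n = 3 each), a log2 fold change of −2.09 (standard error 0.32, adjusted p = 7.5e-05 from limma with Benjamini-Hochberg adjustment). At 12 h its change of −0.81 was not past the threshold (limma adjusted p = 0.0713). Twist2, on chromosome 1 from 91801461 to 91848028 (plus strand, 2 exons), fell from 491 ± 71 at 0 h to 161 ± 5 at 48 h (SD, n = 3 each), a log2 fold change of −1.59 (standard error 0.15, limma adjusted p = 6.5e-07). At 12 h its change was already −1.90. Both genes were lower in 3 of 3 libraries at 48 h than in any library at 0 h.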

Fgf2 was predicted to restore the expression of *Runx2* and *Twist2* (S3 Fig). Thus, KSR is essential for the survival of mDMCs, and both Egf and Fgf2 induced the expression of some dental mesenchyme-related genes.

**Fig 6:**
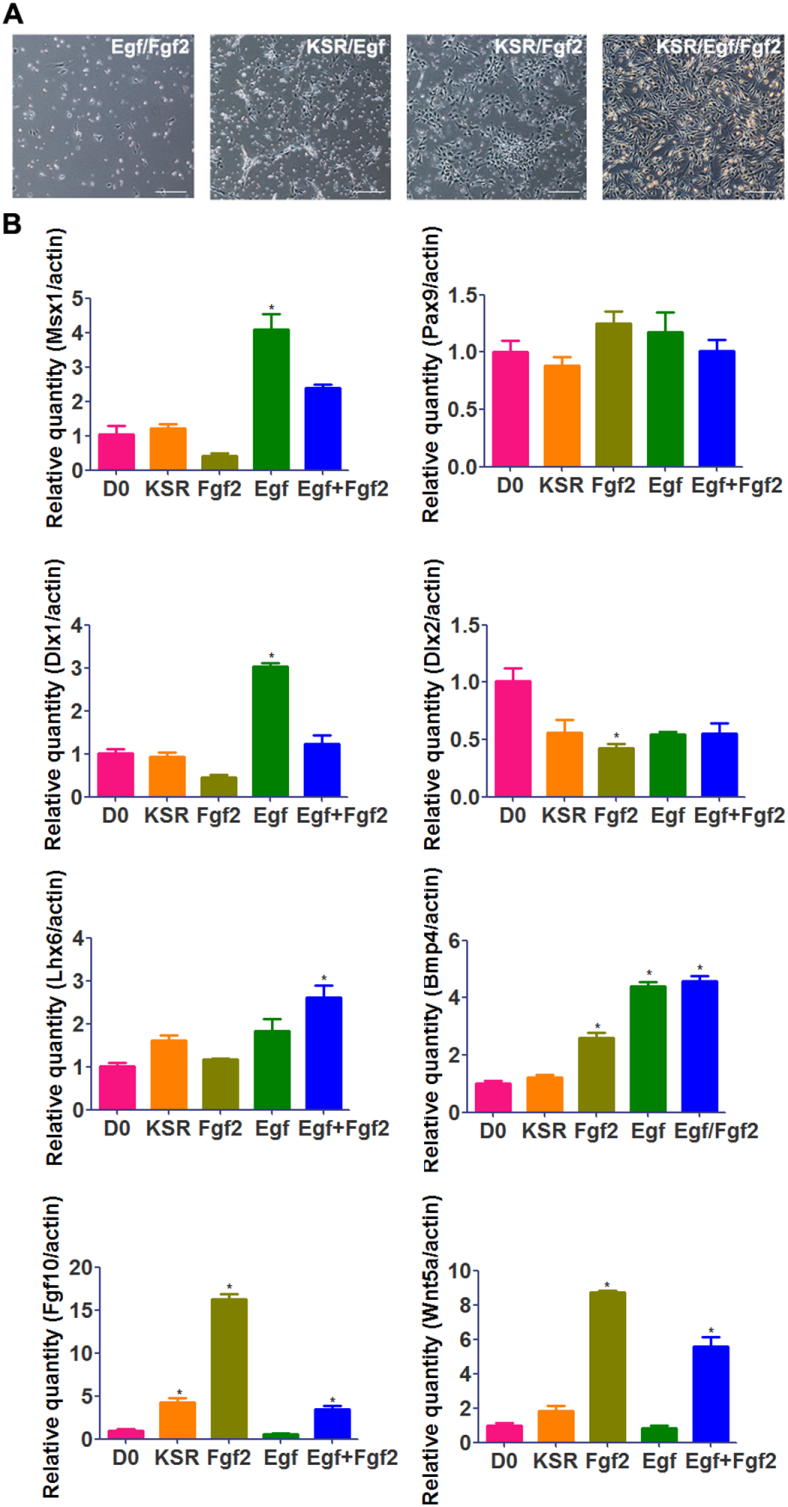
The effects of KSR, Fgf2, and Egf on cultured mDMCs. **(A)** Images of cells cultured in the medium with Egf/Fgf2, KSR/Egf, KSR/Fgf2, and KSR/Egf/Fgf2. Scale bar: 50 μm. (B) The mRNA levels of some dental mesenchyme-related genes in freshly isolated (D0) mDMCs and mDMCs cultured in KSR-, KSR/Fgf2-, KSR/Egf-, and KSR/Egf/Fgf2-supplemented medium. *p < 0.05 compared with the D0 cells.

## Discussion

mDMCs possess rigorous odontogenic potential; nevertheless, *in vitro* expansion of odontogenic mDMCs has proven to be a great challenge. In the present study, cultured mDMCs rapidly lost their odontogenic potential. The loss of epithelial-mesenchymal interaction and cell-cell communication may account for the loss of odontogenic potential when cells are grown as a monolayer. A previous study demonstrated that the odontogenic potential of mDMCs was lost rapidly in the course of culture and mDMCs cultured for 24 h did not support tooth formation [20]. However, we successfully maintained the odontogenic potential of mDMCs for 48 h in a KSR-supplemented medium, suggesting a new route to long-term maintenance of odontogenic potential.

Tooth development involves epithelial-mesenchymal interactions mediated by conserved signals in the signal families BMP, FGF, Hh, and Wnt [1–2]. Odontogenic potential shifts to dental mesenchyme at the bud stage [4–5]. FGF and BMP are potential signals transmitting odontogenic potential from the epithelial to mesenchymal compartment [30–31]. Unexpectedly, the temporal pattern of *Bmp4* and *Fgf10* did not correspond to the change in odontogenic potential in our study. 

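In mDMCs cultured in FBS-supplemented medium, Bmp4 (chromosome 14 from 46383520 to 46390669, minus strand, 4 exons) rose from 1447 ± 127 (SD, n = 3) at 0 h to 4795 ± 395 (SD, n = 2) at 12 h and 5474 ± 795 (SD, n = 3) at 24 h. Its log2 fold change was 1.73 at 12 h and 1.91 at 24 h (adjusted p = 4.7e-07 and 4.1e-08 from limma with Benjamini-Hochberg adjustment). Fgf10 is listed under a transcript annotated as processed without a coding sequence, on chromosome 13 from 118669791 to 118789334 (plus strand). Its value may be that of the whole gene. It rose from 618 ± 41 at 0 h to 1053 ± 91 at 24 h and 1121 ± 103 at 48 h (SD, n = 3 each), with a log2 fold change of 0.86 at 48 h (standard error 0.10, limma adjusted p = 8.5e-06). For both genes all libraries of cultured mDMCs were above all libraries at 0 h. Wnt5a, named beside them in the results, was higher than in any library at 0 h at 12, 24 and 36 h, with log2 fold changes of 0.53, 0.65 and 0.38 (limma adjusted p = 0.0109, 0.00118 and 0.0271). At 48 h its change was 0.36 (limma adjusted p = 0.0334), with libraries overlapping those at 0 h, and the call was lost under 5 of the alternatives, with adjusted p up to 0.156.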

Expression of *Fgf3* decreased dramatically in cultured mDMCs. However, restored expression of *Fgf3* does not rescue the odontogenic potential of cultured mDMCs [20]. Hence, other genes could also contribute to the loss of odontogenic potential. 

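Fgf3 (chromosome 7 from 144838083 to 144842719, plus strand, 4 exons) was 307 ± 184 (SD, n = 3) at 0 h and 9.5 ± 4.9 (SD, n = 2) at 12 h. At 24 h it was 12.7 ± 9.6 (SD, n = 3). At 48 h the libraries held 0, 2 and 3. The log2 fold change was −4.80 at 12 h (standard error 0.79, adjusted p = 2.0e-04 from limma with Benjamini-Hochberg adjustment) and −6.92 at 48 h (standard error 0.71, limma adjusted p = 1.7e-06). Because 1 was added before taking the logarithm, the change at 48 h is understated, and with 0.1 in its place it was −8.31.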

BMPs and FGFs induce expression of several mesenchymal transcription factors, including *Msx1*, *Msx2*, *Pax9*, *Dlx1*, *Dlx2*, *Lef1*, and *Lhx6* [32–33]. Several of these genes perform essential functions during tooth development, because deletion of their functions in transgenic mice results in arrest in tooth development [34–37]. 

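Lef1 (chromosome 3 from 131110471 to 131224356, plus strand, 12 exons) fell from 760 ± 363 at 0 h to 104 ± 19 at 48 h (SD, n = 3 each), a log2 fold change of −2.78 (standard error 0.35, adjusted p = 1.3e-05 from limma with Benjamini-Hochberg adjustment). At 12 h its change was already −1.64 (limma adjusted p = 0.00329). At 12, 24 and 36 h, the changes of Pax9 were −1.31, −2.04 and −2.62, and those of Lhx6 were −1.07, −1.29 and −1.59, each with an adjusted p below 0.05 in the same fit. Dlx1 was not lower at 12 h, with a change of 0.38, or at 24 h, with 0.22. At 36 h it was 2066 ± 63 (SD, n = 3), a log2 fold change of −0.98 (limma adjusted p = 0.00167).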

In our study, *Msx1*, *Pax9*, *Dlx1*, *Lef1*, and *Lhx6* were significantly reduced in cultured mDMCs, leading to impairment of the odontogenic potential and, ultimately, the failure of tooth formation. 

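At 48 h in FBS-supplemented medium, Bmp4 was 4444 ± 642 (SD, n = 3), a log2 fold change from 0 h of 1.61 (standard error 0.12, adjusted p = 1.4e-07 from limma with Benjamini-Hochberg adjustment). Msx1 changed by −0.26 at 12 h (limma adjusted p = 0.024), −0.64 at 24 h (1.5e-05) and −0.56 at 36 h (4.3e-05). The decrease of Msx1 was thus complete by 24 h within the replicate spread, while Bmp4 stayed above its 0 h libraries.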

Although Bmp4 was shown to activate the expression of Msx1 [38], Bmp4 was maintained and Msx1 was downregulated in FBS-supplemented medium. The deregulation of other growth factors like Fgf8 [38] and transcription factors like Crebbp and Sp1 may lead to the decreased expression of Msx1 [39]. 

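Crebbp (chromosome 16 from 4081328 to 4213997, minus strand, 31 exons) was 2030 ± 836 at 0 h and 1087 ± 86 at 48 h (SD, n = 3 each), a log2 fold change of −0.83 (standard error 0.29, adjusted p = 0.0215 from limma with Benjamini-Hochberg adjustment). The 48 h libraries lay below those at 0 h, but the call was lost in 3 of the 6 fits that each left out a replicate, with adjusted p up to 0.109. Sp1 (chromosome 15 from 102406143 to 102408235, plus strand, 3 exons of the transcript listed) fell from 3748 ± 530 to 1834 ± 107 (SD, n = 3 each), a log2 fold change of −1.02 (standard error 0.13, limma adjusted p = 1.6e-05). Fgf8 was not analysed here.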

Recently, transfection of *Pax9* and *Bmp4* into iPS-derived NCLCs has been shown to promote differentiation into odontoblast-like cells [40]. Our results indicated that overexpression of genes other that *Pax9* and *Bmp4* are needed to confer odontogenic potential on iPS-derived NCLCs.

Although the molecular mechanisms regulating the odontogenic potential are not fully understood, our data demonstrated that medium supplemented with KSR, Fgf2, and Egf prolonged the odontogenic potential of mDMCs. KSR is a defined and serum-free formulation used to support the growth of stem cells since it prevents spontaneous differentiation. Transferrin, which is contained in KSR, is necessary for development of cap-staged tooth in organ culture and stimulates cell proliferation in tooth germs [41]. In addition, insulin in KSR facilitates the proliferation of stem cells. In the present study, KSR is essential for the survival of mDMCs and cells proliferated robustly in KSR-supplemented medium. Fgf2 and Egf were also employed to maintain the odontogenic potential of mDMCs. Fgf2 facilitates the maintenance of the specific properties of various progenitor cell types, including bone marrow and dental pulp stem cells [42–43]. Egf induces the proliferation of dental tissue, and Egf down-regulation during early mouse development results in impaired tooth formation. We found that both Egf and Fgf2 contributed to the expression of certain genes that are important for tooth development. Coincidently, the combination of Egf and Fgf2 has been used to derive neural crest cells from embryonic stem cells [44–45]. Neural crest cells contribute to a variety of derivatives including teeth and are found mainly in the condensed dental mesenchyme under the enamel organ [46–47]. In the present study, the transcriptomic link between mDMCs and the neural crest was abrogated when mDMCs were cultured in FBS-supplemented medium, but Fgf2 and Egf which trigger mitosis in neural crest cells facilitated the maintenance of odontogenic potential.

mDMCs cultured in KSR-supplemented medium for 72 h also expressed the dental mesenchyme-specific markers, but the morphology of regenerated tooth-like structure was abnormal. Thus, other regulatory signals should be considered to maintain the odontogenic potential of mDMCs. Gene expression profiling was used to explore the possible mechanism in the present study. The relationships among the transcriptome profiles of mDMCs recapitulated the evolvement of odontogenic potential impairment. 

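Across genes, the mean profile of the tissue correlated with those of cultured mDMCs at 0.815 for 12 h, 0.773 for 24 h, 0.75 for 36 h and 0.74 for 48 h. The 0 h mean gave 0.825, 0.779, 0.75 and 0.74. Among cultured mDMCs, the mean profile at 12 h correlated with that at 24 h at 0.975. With 36 h and 48 h it correlated at 0.936 and 0.929. The 24 h mean correlated with those of 36 h and 48 h at 0.974 and 0.972, about as closely as with 12 h. The correlation of 36 h with 48 h was 0.988. Genes are not independent replicates, so these values describe the profiles and carry no test.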

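Of the 45 listed genes of skeletal development and ossification, 34 passed the threshold against 0 h at some time point in a single direction, 23 falling and 11 rising. From 36 h to 48 h the list had a mean log2 change of −0.15 (limma's two-sided camera test, adjusted p = 0.00962 with the Benjamini-Hochberg method over 6 list tests, unadjusted 0.00481), lower in 2 of 3 libraries at 48 h than in any library at 36 h. Its largest member in this interval was Alpl, which fell from 119 ± 39 to 46.3 ± 19.0 (SD, n = 3 each), a log2 fold change of −1.38 (limma adjusted p = 0.124). From 0 h to 48 h Alpl changed by −5.55 (limma adjusted p = 7.3e-09).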

Genes controlling the skeleton- and ossification-related activities were downregulated, providing insights into the optimization of culture medium in the future. Besides, considering the cell heterogeneity in the dental mesenchyme [48], the inability to sustain a certain cell population may also lead to the culture-induced impairment of odontogenic potential and the altered transcriptomic profiles. However, further studies are still needed to identify the transcriptomic profiles for different cell populations in dental mesenchyme before we can determine the transition of cell heterogeneity. Moreover, three-dimensional (3D) culture scaffolds mimic the *in vivo* microenvironment that is essential to the function of cells. Thus, the 3D culture scaffolds, instead of traditional two-dimensional (2D) culture methods, would manage to prolong the properties of cultured mDMCs, and therefore exhibits promising potential in tooth regeneration.

In summary, our results showed the culture-induced impairment of odontogenic potential and provided a panoramic view of the transcriptomic landscape of cultured mDMCs. Notably, a new culture micromilieu ameliorated the impairment of odontogenic potential in 48 h, providing a clue for long-term culture of mDMCs without compromising their odontogenic potential.

## Supporting Information

S1 Fig Immunofluorescence analysis of Bmp4 in mDMCs cultured in FBS- or KSR-supplemented medium. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S2 Fig Downstream effects of Egf predicted by Ingenuity pathway analysis. (TIF) Click here for additional data file.

S3 Fig Downstream effects of Fgf2 predicted by Ingenuity pathway analysis. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

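RNA-seq was analysed in 15 libraries: freshly isolated mDMCs (0 h, 3 libraries), mDMCs cultured in FBS-supplemented medium for 12 h (2), 24 h (3), 36 h (3) and 48 h (3), and dental mesenchymal tissue (1). The time points and replicate numbers were taken from the sample labels, and all columns of the table were used. The paper's neural crest, tooth and fibroblast data were not used here.

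The authors trimmed the reads for adaptor sequence, aligned them to the mouse transcriptome (mm10, Ensembl annotation) with bowtie, estimated expression with RSEM and called differentially expressed genes with DESeq2, by a p-value below 0.05 and a fold change above 2. The authors deposited 1 table of expression scores, whole numbers on a normalized scale. The table is labelled as cpm, but library totals between 21357605 and 21365980 are far above what that unit allows, and the paper's text states none. The scores share one distribution over the libraries: the median is 721, the quartiles are 249 and 1676, the largest value is 127101, and the library totals differ by at most 0.039%. Such values arise when libraries are brought to a common set of values by rank, a step that the paper's text does not name. Between 14 and 31 transcripts per library are listed at 0, and no transcript in the table has a maximum below 13, so transcripts with low expression had been left out. The depth of the libraries is unknown, no interval from counting error can be given, and a change in the total amount of RNA or in the overall distribution cannot be seen. The 10 highest transcripts of each library hold the same largest value, so changes among them cannot be seen either.

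Transcript identifiers were matched to genes with an annotation of GRCm38, the build called mm10. Of 12089 transcripts, 11973 matched 11960 genes, 13 genes had 2 transcripts and 116 transcripts were unmatched and kept under their identifier. Coordinates, exon numbers and transcript types are those of the transcript in the table. GC content and length were taken from the transcript sequences.

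The scores were analysed as log2(score + 1). The 14 libraries of mDMCs were fitted in limma 3.58.1 (R 4.3.3) with 1 mean per time point and eBayes with an intensity trend. The tissue was left out because it has no replicate. Transcripts with at least 1 ppm of the library total in at least 2 libraries were tested, 12079 in number. Counts of differentially expressed genes used an unadjusted p-value below 0.05 and a fold change above 2, as the paper's methods state them. Genes given by name were judged by the Benjamini-Hochberg adjusted p-value over all genes tested. Gene lists were tested with limma's camera test at an inter-gene correlation of 0.01 and adjusted over the 6 lists of the same family. The camera p-values rest on the fitted model and are not exact. The inter-gene correlation was set and not estimated, so p is too small for a list whose genes vary together more than that between replicates. The lists were also set against 10000 random lists of the same size matched on mean expression. A list was used only if at least 80% of its genes had values. Correlations, clustering and principal components used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The link between cultured and freshly isolated mDMCs was tested with an exact two-sided permutation test over the libraries. The functional annotation of the paper was not repeated because its database was not used here, and lists written from general knowledge took its place.

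The tests behind the paper's own statements, the gene lists except that of p53 targets, and the alternatives for these tests except the rescaling to ppm and the settings for the proliferation genes were chosen before the data were examined. The tests and settings of the closing part that were chosen later are named there. The design had foreseen counts scaled by library size, and the scale of the deposited scores was kept instead, with the rescaling to ppm as an added alternative. The genes named in the text are every gene the paper names that has a value, the 5 largest rises and 5 largest falls from 0 h to 48 h among significant genes without overlap between the libraries, and up to 5 members of each list with the largest change. For the contractile and fibroblast genes 4 members are named, and the result of a further member is not reported here.

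The alternatives were a pseudocount of 0.1, no filter, a filter of at least 1 ppm in all 14 libraries, trimmed-mean scaling factors, a fit of only the compared time points, the replicate number as a block, adjusted p-values, each replicate left out in turn, other references and correlation measures for the link, other centring and scaling for the principal components, and another placement rule for the clusters. Replicate numbers pair the libraries only by their labels. Quantile normalization was not run as an alternative because the scores already share one distribution, and a test on read counts was not run because the table holds none. The limma step was tested on simulated data of 12089 genes with 200 genes changed 4-fold, all of which were recovered. Of 11834 unchanged genes, 4 passed the unadjusted threshold and 2 passed the adjusted one. The simulated replicate spread was assumed, and the simulated values were brought to one distribution over all genes together. A change in as many genes as the real comparisons with 0 h called was not simulated, so the rate of false calls there is not known.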

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

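Of the tests in this part, the choice of the p53 targets as a list and the comparison of the immediate early genes with the tissue were made only after related results had been seen. The 5 lists here are groups of genes that the paper does not discuss as groups. Of their members, the paper reports Fos, Jund, Egr1 and Egr2 of the immediate early genes singly. Each change is the mean log2 change from 0 h to 48 h. In every list the 3 libraries at 48 h lay beyond the 3 libraries at 0 h. The camera p-values are two-sided and were adjusted over 6 lists, the proliferation genes included. The checks on GC content and on scaling carry little weight, because the values appear to have been brought to one distribution within groups of similar GC content, and the scaling factors lay between 0.973 and 1.018. The count over 4 divisions of the libraries could not have ruled out a chance division for any list.

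Contractile and fibroblast genes (15 genes) rose by 3.68 (limma camera test, adjusted p = 2.8e-05, unadjusted 1.2e-05), with 11 members higher and 1 lower at an adjusted p below 0.05 in limma. The rise was complete at 12 h, at 3.69. The largest rises in the list were those of Cnn1 (8.96), Acta2 (8.29), Tagln (7.97) and Timp1 (5.71), each higher in 3 of 3 libraries. Acta2 and Tagln held the ceiling of 127101 in all libraries at 48 h. This value is fixed by rank, so the size of their changes is uncertain. Among random lists matched on expression, GC content and transcript length, the change lay at percentile 100, and with trimmed-mean scaling factors it was 3.66. Of the 4 divisions of the 6 libraries that part all same-numbered pairs, 1 gave a change as large, the real one, a count that does not inform either way. The 9 other divisions of these libraries gave at most 1.35. A candidate explanation is the adoption of a contractile, fibroblast-like state on plastic in serum, which the design cannot separate from a change in the mixture of cells.

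Endothelial genes (10 genes) changed by −5.76 (limma camera test, adjusted p = 2.8e-05, unadjusted 1.4e-05), with 9 members lower and 1 higher. The change was −3.85 at 12 h, −5.29 at 24 h and −5.64 at 36 h. Cldn5 and Robo4 are listed at 0 in all libraries at 48 h, against means of 634 and 367 at 0 h, and no fold is given for them. Tie1, Cdh5 and Pecam1 fell to 0.7 ± 0.6, 3.0 ± 1.7 and 11.3 ± 5.9 (SD, n = 3 each). The list lay at percentile 0 of the matched random lists, and the change with trimmed-mean scaling factors was −5.78. Of the 4 divisions 1 gave a change as large, the real one, and all 9 other divisions gave at most 2.01. A candidate explanation is the loss of endothelial cells that were present in the freshly isolated mDMCs and in the tissue. The library means of the list, 9.72, 10.00 and 9.70 at 0 h and 10.33 in the tissue, are consistent with such cells in both. A decrease of expression within the same cells was not tested and remains possible.

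Target genes of p53 (23 genes) rose by 2.83 (limma camera test, adjusted p = 1.6e-08, unadjusted 2.7e-09), with 21 members higher and 1 lower. The list holds targets other than those in the arrest and apoptosis lists, and it was drawn up after Cdkn1a, Ccng1, Pmaip1, Bbc3 and Fas had been seen to rise. The changes were 0.79, 1.97 and 2.69 at 12, 24 and 36 h, so they built up over the culture. Lif rose by 8.25, Gdf15 by 6.10, Dcxr by 5.43, Eda2r by 4.98 and Ak1 by 4.39, each in 3 of 3 libraries. The percentile among matched random lists was 100, and the change with trimmed-mean scaling factors was 2.80. Of the 4 divisions 1 gave a change as large, the real one, and all 9 other divisions gave at most 1.05. Activity of p53 is a candidate explanation only. The camera p of 2.7e-09 is the observed rise itself and no separate test of it, and nothing here tests p53.

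Immediate early genes (21 genes) changed by −1.66 (limma camera test, adjusted p = 0.00109, unadjusted 9.1e-04), with 14 members lower and 0 higher at an adjusted p below 0.05. At 12 h the change was already −1.42. The libraries at 0 h were widely spread, with list means of 10.81, 11.61 and 12.51. Fos, Fosb, Socs3, Egr1 and Atf3 had the largest changes, of −5.61, −4.62, −3.59, −2.80 and −2.09. The first 4 were lower in 3 of 3 libraries at 48 h and Atf3 in 2 of 3, and Fos was at the ceiling in 1 library at 0 h. An induction by the trypsin step would predict a tissue value below the freshly isolated libraries. The tissue library had 11.49, within their range, and its difference from their mean was −0.15. For the list as a whole this cannot decide on trypsin. It rests on a single tissue library set against widely spread libraries at 0 h. Fos and Egr1 had tissue values of 15089 and 2317, below every freshly isolated library, as induction by trypsin would predict, so trypsin is not excluded for these genes. Fosb had 3281 in the tissue against 4854 ± 2008 (SD, n = 3) at 0 h. Other members did not follow this prediction. Socs3 and Atf3 had tissue values of 6792 and 3428, above their 0 h means of 4954 and 1903. Jund had 8724, equal to its highest 0 h library, and Egr2 had 1179, within its 0 h range. Handling common to tissue and cells was not tested. The list lay at percentile 0 of the matched random lists, the change with trimmed-mean scaling factors was −1.68, and of the 4 divisions 1 gave a change as large, the real one. The 9 other divisions reached 1.39, close to the real value. A candidate explanation is that these genes were raised at 0 h during preparation of tissue and cells.

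Hypoxia and glycolysis genes (16 genes) rose by 0.84 (limma camera test, adjusted p = 0.0282, unadjusted 0.0282), with 9 members higher and 2 lower. The time course was −0.24, 0.34 and 1.70 at 12, 24 and 36 h, so the largest of the 4 changes was at 36 h. At 48 h the list means of the libraries were 11.84, 10.9 and 11.38. This spread is shared by the list, so the camera p may be too small. Egln3 rose by 3.26, Pfkp by 2.28, Pgk1 by 1.34 and Aldoa by 1.29, while Pdk1 changed by −1.36, each in 3 of 3 libraries. The change lay at percentile 98.7 of the matched random lists, between the limits set for and against GC content and length, and it was 0.82 with trimmed-mean scaling factors. Of the 4 divisions 1 gave a change as large, and all 9 other divisions gave at most 0.69. Without 48 h replicate 1 the change was 0.61 with a camera p of 0.0646, and over the 6 fits without a replicate the p ranged from 0.00551 to 0.0646. Transcript length is therefore left open as a source of this pattern, and GC content and a chance division could not be excluded by the tests run. Oxygen or glucose supply was not tested.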

How the results depend on the processing

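Of the settings in this part, only the rescaling to ppm, and all settings for the lists in the preceding part and the proliferation genes, were chosen after the data had been seen. Over 43 results and 481 settings, 452 values kept their direction and their side of the threshold, or their size within the limits set, and 29 changed. Where a fit gave no test, a value counted as kept when it moved by less than 1 SD of the replicates. This includes a change of sign of the skeletal and ossification list from 0 h to 12 h, from −0.13 to 0.03 without 12 h replicate 2. The cause was not tested for any of the changes below.

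The counts of genes changed against 0 h stayed within 1.5 times their value in all settings tried. With all replicates there were 1163 to 1496 higher genes at 12 h and 1581 to 1962 at 48 h, and without a replicate 1446 to 1508 over 3 fits and 1907 to 1999 over 6 fits. With at least 1 ppm required in all 14 libraries, which left 11225 genes, the later comparisons lost more: 116 higher and 140 lower genes from 12 h to 24 h, 172 and 116 from 24 h to 36 h, 201 and 172 from 24 h to 48 h, and 20 and 67 from 36 h to 48 h. This filter removes genes that fell to low values, and it left 4 of the 10 endothelial genes, whose mean change was −2.10 (camera p of 0.0592). Named genes that the filter removed have no value under it. With values rescaled to ppm there were 141 lower genes from 12 h to 24 h, 125 from 24 h to 36 h and 166 from 24 h to 48 h, and 20 higher and 72 lower genes from 36 h to 48 h. With adjusted p-values, 120 genes were lower from 12 h to 24 h, and from 36 h to 48 h there were 0 higher and 0 lower genes, against 1617 with an unadjusted p below 0.05 at any fold change. No scaling moved the share of higher genes by over 10 percentage points. The largest shift was −7.6 points, from 36 h to 48 h after rescaling to ppm.

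Without a replicate, the count of genes higher at 48 h than at 36 h ranged from 29 to 103 over 6 fits. The change of the hypoxia and glycolysis genes ranged from 0.61 to 1.08 (camera p from 0.00551 to 0.0646). The skeletal and ossification list from 0 h to 12 h ranged from −0.30 to 0.03 over 5 fits and passed in none of the fits that gave a test. From 24 h to 36 h this list had a mean change of −0.17 with random lists matched on expression in place of camera, now past the threshold (two-sided permutation p = 0.0392, while p ranged from 0.0392 to 0.516 over the settings that kept all replicates).

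The share of variance on the first principal component was 99.5% when the means of the 5 time points were not centred and 50.4% when genes were scaled to unit variance. With clusters placed by the first time point past the threshold, there were 1437, 381 and 148 falling genes at 12, 36 and 48 h and 1470, 400 and 150 rising genes.

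Of 48 named genes, 36 kept their direction and call from 0 h to 48 h in all settings that gave a value. The sign reversed in 4 genes when a replicate was left out. Dlx2 ranged from −0.18 to 0.43, Dlx5 from −0.12 to 0.64, Runx1 from −0.31 to 0.16 and Tbx18 from −0.36 to 0.05, and none of these 4 passed the threshold in any of these fits. A further 15 values over 8 genes changed their call, 11 becoming weaker and 4 stronger.

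The replicate numbers were also used as a block, although libraries with the same number correlated only weakly in their deviations from the time point means (mean r = 0.077, against −0.038 for different numbers). For 24 h and 48 h the correlation was 0.27 and for 24 h and 36 h 0.15. With the replicate number as a block, 3883 genes passed from 0 h to 48 h, against 3874 without it, and 3872 passed in both.

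Quantile normalization and DESeq2 were not run as alternatives, because the values already share one distribution and are not counts. The depth of the libraries is unknown, and it limits all results for genes with low values, whose error can be judged only from 2 or 3 replicates.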

Differences from the paper's values

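Of the comparisons in this part, only that of the counts rescaled to ppm with the figure was chosen after its result was seen. The counts of differentially expressed genes were compared with the 20 counts in Fig. 3C, read by eye. None differed by more than 1.5 times in the main analysis, which kept the deposited scale. The design had foreseen values scaled by library size, and the rescaling to ppm is closest to it. With that rescaling 7 counts differed by more than 1.5 times. From 12 h to 24 h there were 145 higher and 141 lower genes, against about 230 and about 250 in Fig. 3C. From 24 h to 36 h there were 125 lower genes against about 220, and from 24 h to 48 h 226 higher and 166 lower genes against about 340 and about 280. From 36 h to 48 h there were 20 higher and 72 lower genes against about 62 and about 110. Over 236 values under the alternatives chosen in advance, 14 differed by more than that. These were found with at least 1 ppm required in all 14 libraries, with adjusted p-values, and without 48 h replicate 1 or 48 h replicate 3.

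The paper states that Msx1, Pax9, Lhx6, Dlx1 and Dlx2 were downregulated in culture, and that Dlx1 was significantly reduced. It examined these genes by qRT-PCR and immunofluorescence and reports the same direction from RNA-seq. Only the RNA-seq values were examined here, so the paper's qRT-PCR result was not tested. Here Dlx1 was lower at 36 h, by −0.98 on the log2 scale. At 48 h its change was −0.35 with an adjusted p of 0.176 in limma, with libraries overlapping those at 0 h. The setting without 48 h replicate 3 called it, at −0.66 with an adjusted p of 0.00385, and over the 6 fits without a replicate the adjusted p ranged from 0.00385 to 0.644. Dlx2 was higher at 12 h, by 1.19 (adjusted p = 0.0078, above 0 h in both libraries), and at 48 h its change was 0.06 (adjusted p = 0.866). No setting that was run called Dlx2 lower at 48 h.

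The heat map of Fig. 4A is titled as showing decreased expression. Of its 31 genes, 18 were lower at 48 h at an adjusted p below 0.05 and 4 were higher, namely Bmp4, Fgf10, Ap2a2 and Wnt5a. By eye, the heat map places the highest level of Runx2, Gli3 and Gli2 at 12 h. Here these genes were not higher at 12 h than at 0 h, with changes of −0.81, −0.54 and −0.10 and overlapping libraries. It places the lowest level of Runx1 at 0 h, whereas here the change at 12 h was −0.32, again with overlap.

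The paper states that genes of skeletal and ossification categories fell in the intervals 0–12 h and 24–36 h. A list of such genes written from general knowledge, which is not the paper's set of categories, had a mean log2 change of −0.13 from 0 h to 12 h (limma camera test, unadjusted p of 0.352) and −0.17 from 24 h to 36 h (limma camera test, unadjusted p of 0.203). With random lists in place of camera, the second interval had a p of 0.0392. From 12 h to 24 h, an interval the paper does not name, the mean change was −0.57 (limma camera test, unadjusted p of 1.8e-07). The interval from 36 h to 48 h, also not named, had −0.15 (limma camera test, unadjusted p of 0.00481). There 2 of 3 libraries at 48 h lay below all libraries at 36 h.

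The paper states that genes of cell-cycle arrest were enhanced throughout the culture. The list used here, again not the paper's category, had a mean change of 0.51 and a median of −0.10 from 0 h to 48 h, with a camera p of 0.862 and 13 members lower against 11 higher at an adjusted p below 0.05. By the paper's threshold of p and fold change, 10 members were higher and 8 lower. Against random lists matched on expression, in place of camera, the two-sided permutation p was 0.0614.

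The paper states that PC3 matched the sequence of the loss of odontogenic potential. In components of the 14 libraries centred per gene, PC1 followed the time points and PC3 scores were −1.4, 12.0, −9.9, 15.9 and −12.5. In components of the means of the 5 time points without centring, the loadings on the third component were −0.22 at 0 h, 0.75 at 12 h, 0.27 at 24 h, −0.37 at 36 h and −0.43 at 48 h. From 12 h to 48 h these follow the order of time, as the points in Fig. 3B do by eye. The loading at 0 h lies between those at 24 h and 36 h. On the second component the loadings were 0.87, −0.01, −0.21, −0.31 and −0.33 from 0 h to 48 h. They followed the order of time over all 5 time points.

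The legend of Fig. 3 states that the variation between adjacent populations fell with time. Along PC1 the steps between adjacent means did fall throughout. Over all genes, the root mean square log2 difference was 1.26 from 0 h to 12 h, 0.48 from 12 h to 24 h, 0.49 from 24 h to 36 h and 0.33 from 36 h to 48 h, so by this measure the middle intervals alone showed no decrease.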

Other observations

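Of the tests in this part, those on the blocks of values, on the replicate numbers, on the sex of the embryos and on the hypoxia and glycolysis genes along PC3 were chosen only after the result was seen. The test on sex replaced an earlier one for the same reason.

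The highest values of each library come in blocks of 10 nearly identical sets. The 10 highest transcripts all hold 127101 and the next value is 70809. Of the 211 genes that reach the 12 blocks read in 2 or more libraries, 211 (100.0%) always take the same of 9 distinguishable places within a block. The genes of different places differ in GC content, with place medians from 44.8% to 56.3% over 208 genes (permutation test, p = 1.0e-05, the smallest that 100000 permutations can give). A candidate explanation is that the values were brought to a common distribution separately within 10 groups of genes defined by GC content. If so, values are comparable between libraries for the same gene, but less so between genes, and tests on GC content are largely settled by the processing. No biological explanation was tested. At the ceiling lie 27 transcripts in any library, 5 in all libraries at 0 h, 7 in all libraries at 48 h and 0 in all 15 libraries.

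Along PC3, the libraries of 24 h and of 48 h are spread, with scores of 13.7, −18.0 and −25.5 and of 4.1, −16.4 and −25.3, while those of 36 h lie between 14.2 and 18.2. The loadings correlated across genes with GC content at a Spearman rho of 0.086, a test which the apparent GC-wise processing largely settles, and with transcript length at 0.222, between the limits set for and against it. The loading of Xist lay at percentile 66.78 of all genes and the mean of 4 genes of the Y chromosome at 38.5, which goes against the sex of the embryos. Over all pairs of time points, same-numbered libraries deviated together with a mean correlation of 0.077, under the limit of 0.1 set for the replicate numbers. That average includes pairs of time points which are not part of this spread, and for 24 h and 48 h alone the correlation was 0.274. Along PC3 the scores also fall in the order of the replicate numbers at 12, 24, 36 and 48 h, and rise in that order at 0 h. A cause shared by same-numbered cultures is therefore not ruled out. Against random lists matched on expression, the mean loading of the proliferation genes lay at percentile 0 and that of the hypoxia and glycolysis genes at percentile 100. The spread may therefore follow differences in cell division and in hypoxia and glycolysis genes between cultures, for instance in density or in the time since medium was changed, which were not recorded here. The pattern cannot be told apart from GC content, transcript length or replicate number.

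The proliferation genes, whose change of −0.72 from 0 h to 48 h is given with the paper's statement on proliferation, lay at percentile 0 of random lists matched on expression, GC content and length. With trimmed-mean scaling factors the change was −0.75. Of the 4 divisions of the 6 libraries that part all same-numbered pairs, 1 gave a change as large, and all 9 other divisions gave at most 0.44. With 4 divisions this count could not have ruled out a chance division whatever the values. No cause of the decrease was tested.

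For the counts of changed genes between time points with 3 libraries each, 1 of the 4 divisions that part all same-numbered pairs gave as many genes in each of the 6 comparisons, the real one, and a share below 0.25 cannot be reached. Over all 9 divisions other than the real one, the largest numbers were 122 genes for 0 h and 24 h, 91 for 0 h and 36 h, 89 for 0 h and 48 h, 170 for 24 h and 36 h, 133 for 24 h and 48 h, and 97 for 36 h and 48 h. The real divisions gave 3382, 3761, 3874, 504, 610 and 164. For the skeletal and ossification list from 24 h to 36 h and from 36 h to 48 h, the arrest list, the apoptosis list and the count of lower heat map genes, again 1 of the 4 divisions was as large. Among the 6 divisions that part only 1 pair, 1 was as large for the skeletal list from 36 h to 48 h, with 0.17 against 0.15, and 0 were for the other 4 results. None of these patterns can be told apart from a chance division of the libraries by this count alone.

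The log2 changes from 0 h to 48 h correlated across genes with GC content at −0.025 and with transcript length at −0.142. After a smooth fit on both was subtracted, 88.7% of the 3834 changed genes with a sequence stayed past the threshold, and 3705 genes passed in all. Transcript length therefore does not account for most of the changed genes. For GC content the result was largely settled by the processing.

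The 5 largest rises from 0 h to 48 h were Slco4a1 (9.69), Actg2 (9.61), Anxa8 (9.35), U90926 (9.18) and S100a7a (9.06), each higher in 3 of 3 libraries with limma adjusted p of 2.7e-09 or less. At 0 h their means were 0.3, 11.7, 11.0, 0.3 and 0.7, where the added 1 understates the change. The 5 largest falls were all hemoglobin genes, Hbb-bt (−11.37), Hba-a2 (−11.11), Hbb-y (−10.73), Hbb-bs (−10.67) and Hba-a1 (−10.40), each lower in 3 of 3 libraries with adjusted p of 5.1e-07 or less. Hbb-bt and Hbb-bs, and Hba-a1 and Hba-a2, are near-identical copies between which reads can be split, so single values are uncertain. A list of erythroid genes was to be tested, but only 9 of its 14 genes had values, below the required 80%. The lists of epithelial (9 of 15), macrophage (7 of 13), neural and Schwann cell (5 of 12) and skeletal muscle genes (7 of 12) were left out for the same reason.

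Ngfr, which the paper examined by immunofluorescence as p75, fell in the RNA-seq values from 1900 ± 115 at 0 h to 20.0 ± 1.7 at 48 h (SD, n = 3 each), a log2 fold change of −6.50 (limma adjusted p = 1.1e-10), lower in 3 of 3 libraries.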
